# Fluxomics reveals cellular and molecular basis of increased renal ammoniagenesis

**DOI:** 10.1038/s41540-022-00257-2

**Published:** 2022-12-20

**Authors:** Liliane Mpabanzi, Jessica Wainwright, Bas Boonen, Hans van Eijk, Dipok Dhar, Esther Karssemeijer, Cees H. C. Dejong, Rajiv Jalan, Jean-Marc Schwartz, Steven W. M. Olde Damink, Zita Soons

**Keywords:** Pathogenesis, Nephrology

## Abstract

The kidney plays a critical role in excreting ammonia during metabolic acidosis and liver failure. The mechanisms behind this process have been poorly explored. The present study combines results of in vivo experiments of increased total ammoniagenesis with systems biology modeling, in which eight rats were fed an amino acid-rich diet (HD group) and eight a normal chow diet (AL group). We developed a method based on elementary mode analysis to study changes in amino acid flux occurring across the kidney in increased ammoniagenesis. Elementary modes represent minimal feasible metabolic paths in steady state. The model was used to predict amino acid fluxes in healthy and pre-hyperammonemic conditions, which were compared to experimental fluxes in rats. First, we found that total renal ammoniagenesis increased from 264 ± 68 to 612 ± 87 nmol (100 g body weight)^−1^ min^−1^ in the HD group (*P* = 0.021) and a concomitated upregulation of NKCC2 ammonia and other transporters in the kidney. In the kidney metabolic model, the best predictions were obtained with ammonia transport as an objective. Other objectives resulting in a fair correlation with the measured fluxes (correlation coefficient >0.5) were growth, protein uptake, urea excretion, and lysine and phenylalanine transport. These predictions were improved when specific gene expression data were considered in HD conditions, suggesting a role for the mitochondrial glycine pathway. Further studies are needed to determine if regulation through the mitochondrial glycine pathway and ammonia transporters can be modulated and how to use the kidney as a therapeutic target in hyperammonemia.

## Introduction

Hyperammonemia remains the major cause of hepatic encephalopathy in cirrhotic patients^1–3^. The kidney has a pivotal role in systemic hyperammonemia and has been shown able to switch from an organ of net ammonia production into an organ of net ammonia removal in an experimental model of liver failure^4^. Renal ammoniagenesis and urinary ammonia excretion are highly regulated processes as they are central in the regulation of the acid-base balance^5^. In the kidney, ammonia is produced by proximal tubular cells mainly by degradation of glutamine^6,7^. After production, ammonia is released in the tubule through passive diffusion and through the NHE-3 ammonia transporter^8^. About 40–80% of ammonia is reabsorbed in the thick ascending limb (TAL) of Henle’s loop^9^ predominantly via the co-transporter Na-K-2Cl (NKCC2)^10,11^. Ammonia is transported from the cytoplasma into the interstitium by the NHE4 exchanger located on the basolateral side of TAL^12^ cells. After accumulation in the TAL, ammonia is either passively diffused by transepithelial gradient or actively transported by the Rhesus transporters into the collecting tubules to be excreted in the urine^13^. Though transport of ammonia and its substrates has been extensively studied various conditions such as metabolic acidosis and altered potassium balance^14^, it has yet to be understood in hyperammonemic situations.

This study was designed to enlighten renal ammonia handling related to metabolic pathways and transporters in an experimental rodent model of increased renal ammoniagenesis. The diet was aimed to induce increased renal ammoniagenesis in animals with normal liver function avoiding harmful effects associated with hyperammonemia, such as systemic alterations of pH.

Systems biology has become a promising tool to understand metabolic diseases. Several methods exist to predict metabolic fluxes but they are difficult to calibrate and validate against in vivo data. Constraint-based methods such as Flux Balance Analysis have been widely applied and rely on a stoichiometric model of the metabolic network, a set of constraints on exchange fluxes, and the definition of a metabolic objective. The application of Flux Balance Analysis to animal/human cells and to whole organs is challenging due to the difficulty to precisely characterize exchange fluxes between cells and their environment, which is required a priori knowledge for accurate predictions. The lack of tissue-specific metabolite uptake, secretion, and growth rates urges the development of techniques to understand substrate usage of human cells and organs. Elementary Mode Analysis identifies all feasible paths inherent to a metabolic network. It has the advantage that it does not require parameters beyond stoichiometry, such as constraints on substrate uptake rates and that it also computes non-optimal paths. Alternative methods based on elementary modes (EMs) are based on a more precise computation of the efficiency of individual metabolic routes, such as control-effective fluxes^15^ and structural flux analysis^16,17^. Here, we developed a method based on structural flux analysis and gene expression measurements to study changes in amino acid flux distributions in the kidney in an experimental model of increased renal ammoniagenesis. Like flux balance analysis, structural fluxes rely on the assumption that cells optimize certain objectives; living organisms do not behave randomly but are expected to have evolved to maximize the production of certain compounds that are essential for their survival and growth or for their function. In some cases, an objective other than growth is more relevant, e.g., ATP production to optimize energetic availability. In this paper we investigate the suitability of different objectives to model kidney metabolism and for the first time we compare these predictions with in vivo data.

## Results

The experimental model characterizes the changes in fluxes across the kidney and gene expression associated with increased total renal ammoniagenesis.

The reconstructed kidney metabolic model contains 106 reactions of central metabolism representing glycolysis, TCA cycle, pentose phosphate pathway, urea cycle, amino acid metabolism, growth, and protein breakdown; it contains 85 internal metabolites and 23 external metabolites. 6,625,064 elementary modes were obtained in the kidney metabolic model. In the following, we first present the results related to the healthy kidney, followed by the changes in rats fed with a pre-hyperammonemic diet.

### Ammonia transport is the best objective in a healthy kidney

Of the 15 tested objectives, three of the predicted flux distributions gave significant correlations with the measured fluxes across the kidney: ammonia excretion, glucose production, and energy production (ATP maintenance reaction). These objectives reflect relevant biological renal processes. The best predictions in terms of Pearson correlation coefficient were obtained when ammonia transport was used as the objective with a correlation coefficient of 0.80 (Fig. 1 and Supplementary Fig. 2). Other objectives that resulted in a fair correlation with the measured fluxes (correlation coefficient >0.5) were growth, protein uptake, urea excretion, and lysine and phenylalanine transport. These are related to metabolism in the postabsorptive state and with the kidney’s function to redistribute (essential) amino acids into the circulation.

**Fig. 1:**
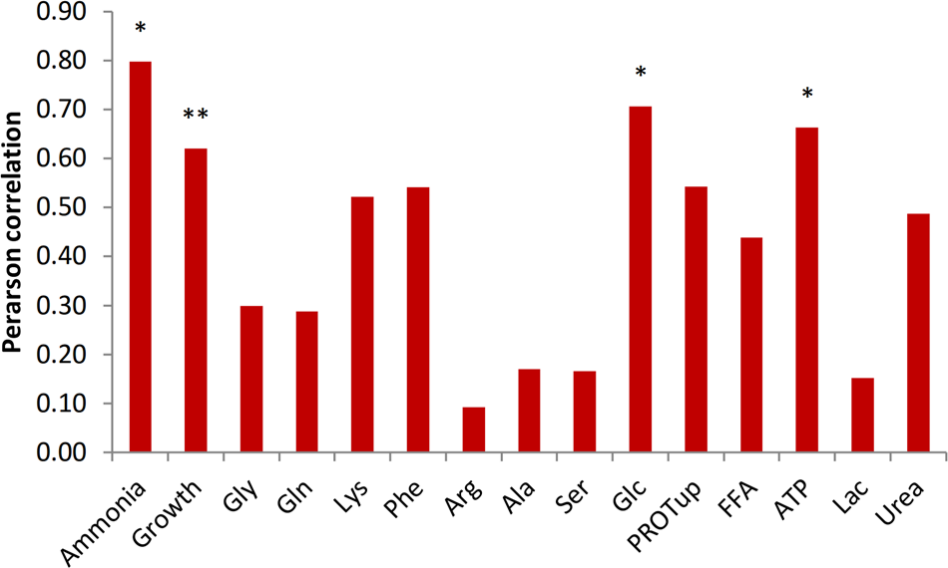
Ammonia transport is the best objective in metabolic modeling of a healthy kidney. Correlation coefficients between measured fluxes in the AL group and predicted values using structural fluxes. The asterisk * indicates a significant correlation between predictions and measurements (*P* < 0.05), **0.05 < *P* < 0.1.

### The pre-hyperammonemic diet did not affect weight growth or arterial pH

Weight gain in HD animals compared with AL animals after 7 days of diet was not statistically different [AL: 66 (16–121) vs HD 45 (30–72) grams, *P* = 0.08]. Changes in ammonia transporters were not due to altered systemic pH, as pH was normal and not significantly different between both groups [AL: 7.29 (7.02–7.47) vs HD 7.37 (7.31–7.44), *P* = 0.39]. Renal flow [AL: 3.0 (2.5–3.8) vs. HD 3.1 (2.1–3.6) ml min^−1^, *P* = 0.35] and urinary flow were not significantly altered [AL: 7.1 (5.0–10.0) vs. HD 9.0 (4.3–14.3, *P* = 0.45].

### The pre-hyperammonemic diet led to increased renal ammoniagenesis

Total renal ammoniagenesis in the HD group more than doubled compared to the AL controls (Fig. 2A, 612 ± 87 vs 264 ± 68 nmol (100 g body weight bw)^−1^ min^−1^, *P* = 0.021). The HD diet resulted in a 2.6-fold increase in ammonia efflux to urine (201 ± 28 vs. 80.2 ± 19.6 nmol (100 g bw)^−1^ min^−1^) (*P* = 0.029) and no significant increase in ammonia efflux into the systemic circulation (49.2 ± 17.6 in HD vs. 44.8 ± 7.21 nmol (100 g bw)^−1^ min^−1^ in AL). Relatively, urinary ammonia excretion increased from 73% of total renal ammoniagenesis in the AL group to 90% in the HD group (*P* = 0.028) (Fig. 2B).

**Fig. 2:**
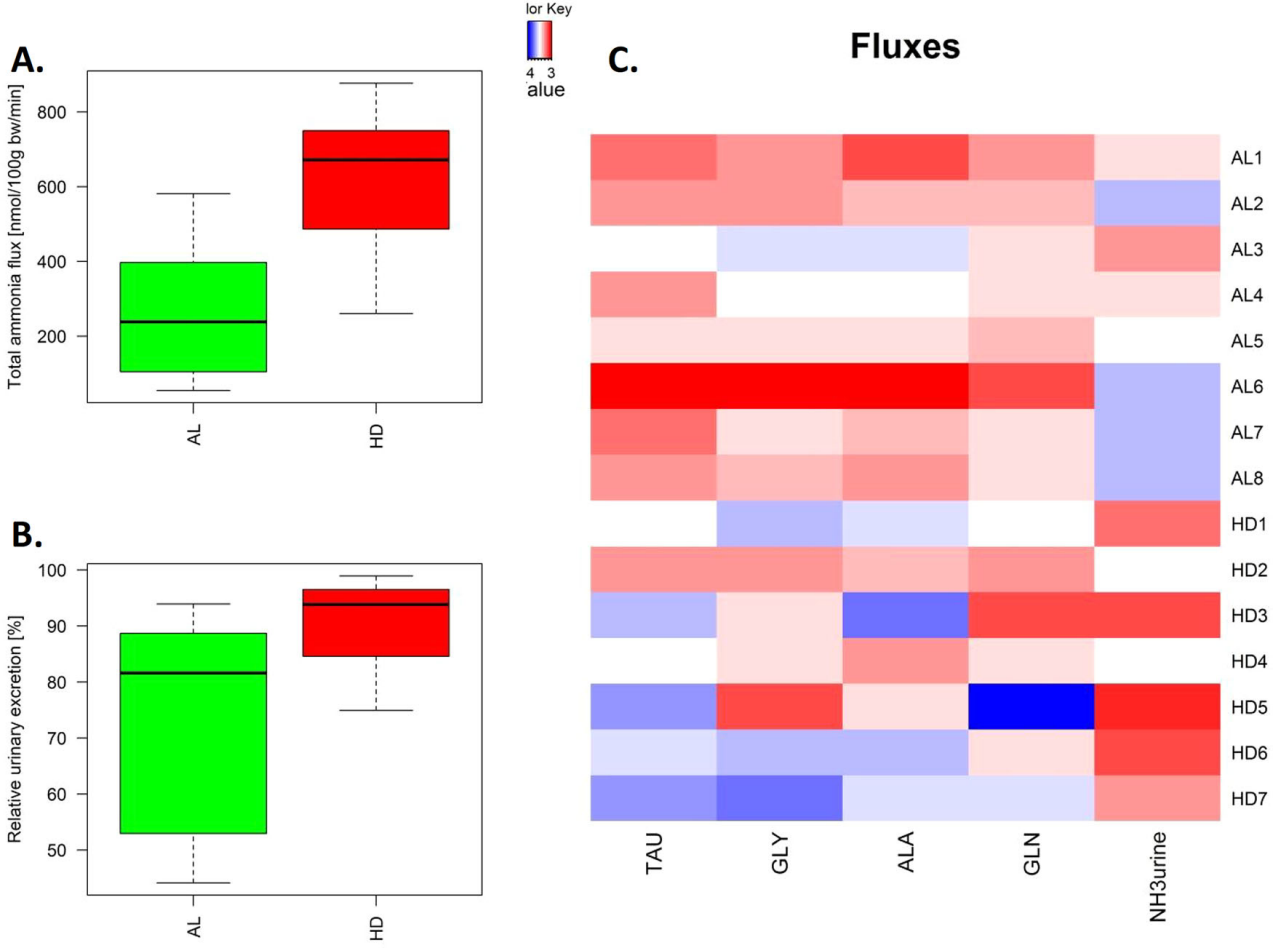
Pre-hyperammonemic diet increased total renal ammoniagenesis. **A** Total renal ammoniagenesis. **B** Percentage urinary excretion relative to total renal ammoniagenesis. **C** Scaled fluxes (*P* < 0.2), red indicates higher than the mean value, blue lower. This corresponds to clearance from the systemic circulation in kidney (blue) and addition to the systemic circulation (red) for the fluxes in the veins. In the boxplots, the center lines represent the median; box limits represent upper and lower quartiles; whiskers represent 1.5× interquartile range.

### The pre-hyperammonemic diet led to elevated amino acid clearance

Four main amino acids were predominantly taken up from the systemic circulation in the pre-hyperammonemic diet (glutamine, alanine, glycine, and taurine) (blue), whereas the kidney released amino acids into the systemic circulation in a normal diet (red) (each with a *P* < 0.2 and a combined *P* of 0.0025) (Fig. 2C). Note that the clearance of amino acids is not necessarily reflected in blood concentrations (Supplementary Table 1).

### The pre-hyperammonemic diet led to increased transcription for transport and metabolic reactions

Gene expression profiles were analyzed for three animals in each group. 

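Kidney RNA was sequenced from 3 rats of the AL group (rats 61, 71 and 88), which received standard chow, and from 3 rats of the HD group (rats 64, 67 and 69), which received the amino acid mixture at 3 g per kg body weight per day. Both diets were given for 7 days. The authors assigned the reads to transcripts with RSEM, using the gene definitions of the University of California Santa Cruz for genome build rn5, and deposited an estimated count for every transcript in every rat, without normalization. The estimated counts summed to 13221487 in rat 61, 16455405 in rat 71 and 14542028 in rat 88 of the AL group. In the HD group they summed to 12499945 in rat 64, 21086503 in rat 67 and 30466461 in rat 69. Between 13096 and 13827 genes had a count above 0 in a single rat, and the most abundant gene took between 4.27% and 6.28% of a rat's counts. Every pair of rats differed by more than sampling noise, with a chi-square per degree of freedom between 23.6 and 77.7, so all 6 rats were counted as separate samples. The counts of a gene's transcripts were summed, rounded to whole numbers and normalized by edgeR's TMM method. The AL and HD groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and an adjusted *P* value of at most 0.05 was the threshold. Expression levels are given as normalized CPM. With 3 rats in each group, the smallest two-sided *P* value of an exact permutation test is 0.1.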

RNA of 17,051 genes was measured, of which 11,512 were expressed in at least one sample (read count of at least 30). 

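The files listed 18361 transcripts of 17051 genes. A single transcript was listed for 16109 of these genes and more than 1 transcript for the other 942. The transcripts of 76 genes were placed on more than 1 chromosome, so the summed counts of these genes are uncertain. An estimated count of at least 30 in at least 1 rat was found for 11553 genes, and these genes were tested. The number was 10838 with a count of at least 10 in every rat and 14403 with a count above 0 in at least 1 rat. It was 11514 when the mean over a gene's transcripts was taken in place of their sum. That setting was among 30 combinations of 6 ways to combine transcripts and 5 forms of the minimum, all tried after the data were examined, which gave between 11436 and 11553 genes.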

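The distance between the expression profiles of the rats was computed as 1 minus Pearson's correlation over the variance-stabilized values of the expressed genes. It averaged 0.0188 over the 6 pairs of rats of the same group and 0.0243 over the 9 pairs of rats of different groups. The difference of 0.00551 was reached or passed by 2 of the 10 ways to divide the rats into 3 and 3 (one-sided exact permutation test, *P* = 0.2). Rats 64 and 67 of the HD group were the closest pair (0.0121), followed by rat 61 of the AL group with rat 67 of the HD group (0.0124) and by rats 71 and 88 of the AL group (0.0128). With Ward's method, the tree divided the rats into 61, 64 and 67 on a first branch and 71, 88 and 69 on the other, so that each branch held rats of both groups. With average linkage, rats 71 and 88 formed a branch of their own and rat 61 stood with the 3 rats of the HD group. The alternative that moved the difference most was a restriction to the 500 most variable genes, with a difference of 0.0611 (one-sided exact permutation test, *P* = 0.2) and again rats of both groups on the same branch. The groups took separate branches only when rat 61 was left out.

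**Figure D1:**
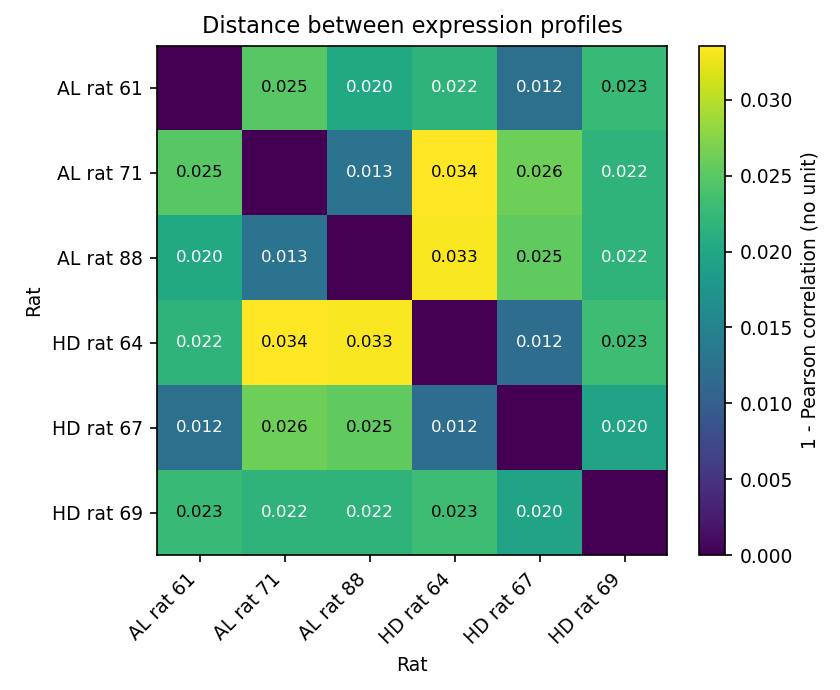
Distance (1 minus Pearson's correlation, no unit) between the variance-stabilized expression profiles of each pair of the 3 AL and 3 HD rats. Rat 61 of the AL group is closer to rat 67 of the HD group (0.0124) than to rats 88 (0.0204) and 71 (0.0249) of its own group.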

Hierarchical clustering of these expression levels revealed distinct clusters of the AL and HD groups (Fig. 3A). 

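With edgeR's quasi-likelihood test, 0 of the 11553 tested genes had an adjusted *P* value of at most 0.05. The smallest adjusted *P* value was 0.0980. At an unadjusted *P* value below 0.05, the test gave 1224 genes, of which 538 were higher and 686 were lower in the HD group. Library size alone, which moved the median log2 fold change of all tested genes from 0.0067 to -0.074, gave 317 higher and 847 lower. The common biological coefficient of variation between rats of the same group was 0.242. With its default settings, DESeq2, the tool named in the paper's methods, gave 1325 genes at an unadjusted *P* value below 0.05. At an adjusted *P* value of at most 0.05 it gave 182 genes, 93 upregulated and 89 downregulated. The alternative that moved the number most was DESeq2 with a local fit of the dispersion trend, chosen after the data were examined, with 436 genes (189 upregulated and 247 downregulated). It was among 8 DESeq2 settings tried with the paper's values in view, and the 6 without a local fit gave between 179 and 192 genes.
Among the upregulated genes, those with the smallest *P* values included Nphs1, Tnnc1 with a log2 fold change of 3.42 (standard error 0.39, adjusted *P* = 0.104), Clic3 with 2.74 (standard error 0.31, adjusted *P* = 0.104) and the transporter gene Slc22a8. Among the downregulated genes they were RGD1309362 with a log2 fold change of -1.27 (standard error 0.21, adjusted *P* = 0.289), Aqp4 with -1.02 (standard error 0.17, adjusted *P* = 0.325), LOC257642 with -1.01 (standard error 0.18), Sim1 with -0.66 (standard error 0.12) and Slfn3 with -2.08 (standard error 0.41). The adjusted *P* values of the last 3 genes were 0.327, 0.327 and 0.338. In each of these genes every rat of the HD group lay on the same side of every rat of the AL group.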

In total, 449 genes were differentially expressed between these groups. These genes were enriched for processes related to inflammatory response and metabolic reactions (Fig. 3B, C). 

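The METASCAPE annotation behind Fig. 3B was not used here. Metabolic genes were instead taken from lists of gene symbols fixed before the data were examined, and each list was compared with all tested genes by Fisher's exact test (two-sided). Genes are not independent replicates, so these *P* values describe the lists in these 6 rats. Since no gene passed the adjusted threshold, the lists were compared at an unadjusted *P* value below 0.05, a threshold chosen for the lists after the data were examined. Of 23 tested genes of serine and glycine metabolism, 8 were below this value against 2.44 expected, a fold enrichment of 3.28 (Fisher's exact test, *P* = 0.00177). The 8 include Shmt2, Amt and Gldc, which the paper reports as upregulated in these same rats. The enrichment of this list is therefore partly circular. Of 59 tested genes of fatty acid synthesis and oxidation, 9 were below it against 6.25 expected, a fold enrichment of 1.44 (Fisher's exact test, *P* = 0.284). DESeq2 with its default settings placed 2 genes of serine and glycine metabolism past the adjusted threshold (fold enrichment 5.52, Fisher's exact test, *P* = 0.0503). With a local dispersion fit, chosen after the data were examined, 5 passed it (fold enrichment 5.76, Fisher's exact test, *P* = 0.00143).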

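Inflammatory genes were taken as 11 families of gene symbols fixed before the data were examined, among them the chemokines, interleukins, complement components, toll-like receptors and leukocyte surface molecules. The families held 186 tested genes, of which 144 were lower and 42 were higher in the HD group, with a median log2 fold change of -0.50. At an unadjusted *P* value below 0.05, 63 of these genes were found against 19.7 expected, a fold enrichment of 3.20 (two-sided Fisher's exact test, *P* = 6.85e-18), and 58 of the 63 were lower in the HD group. With DESeq2, 12 of the genes passed the adjusted threshold (fold enrichment 4.10, Fisher's exact test, *P* = 3.74e-05), 11 of them downregulated. The complement family had 5 downregulated genes in DESeq2 and the interferon-related and leukocyte surface families 2 each. The median log2 fold change was below 0 in each family under TMM normalization, RLE normalization and library size alone, and with TMM ranged from -0.22 in the interleukins and their receptors to -1.18 in the Fc receptors. Normalization by library size alone lowered the median over all 186 genes to -0.58.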

Genes involved in inflammatory response were highly over represented (fold enrichment of up to 35). Interestingly in this study, many genes involved in transport of ions were upregulated in the HD group, amongst others ammonia and glutamate transporters (Supplementary Fig. 1). 

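Of the 281 tested genes with a symbol that begins with Slc, 171 were higher and 110 were lower in the HD group. The median log2 fold change of these genes was 0.09 after TMM normalization. It was 0.0019 with library size alone, where 141 genes were higher and 140 lower. That scaling moved the median of all tested genes from 0.0067 to -0.074, so the change in these counts follows a shift common to all genes. At an unadjusted *P* value below 0.05, 56 Slc genes were found against 29.8 expected, 36 of them higher in the HD group (fold enrichment 1.88, two-sided Fisher's exact test, *P* = 2.81e-06). DESeq2 gave 15 Slc genes past the adjusted threshold, 12 upregulated and 3 downregulated (fold enrichment 3.39, Fisher's exact test, *P* = 3.75e-05). The glutamate transporter gene Slc1a1 lies on chromosome 1 of rn5 from 254195480 to 254274919. Its expression level was 65.5 ± 10.2 CPM (SD, *n* = 3) in the AL group and 99.5 ± 23.1 (SD, *n* = 3) in the HD group. The log2 fold change was 0.60 (standard error 0.19, adjusted *P* = 0.406 from edgeR), and every rat of the HD group was above every rat of the AL group (two-sided exact permutation test, *P* = 0.1). DESeq2 gave an adjusted *P* value of 0.153, and of 0.0439 with a local dispersion fit chosen after the data were examined. With each rat left out in turn, the log2 fold change of Slc1a1 ranged from 0.40 to 0.74.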

The two most significantly upregulated genes were podocin (Nphs2) and nephrin (Nphs1), which play a role in the regulation of glomerular permeability (Supplementary File Section 4). In addition, four genes in the serine–glycine pathway showed elevated and high expression levels in the HD group (mean log2 expression level of 12.6, compared with a mean level of all expressed genes of 8.49). 

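Nephrin (Nphs1) has 30 exons on chromosome 1 of rn5, from 90077824 to 90106425. It was at 11.5 ± 2.13 CPM (SD, *n* = 3) in the AL group and 58.6 ± 16.4 (SD, *n* = 3) in the HD group, a log2 fold change of 2.35 (standard error 0.24). Its adjusted *P* value from edgeR's quasi-likelihood test was the smallest value that any tested gene reached. The lowest rat of the HD group was above the highest rat of the AL group (two-sided exact permutation test, *P* = 0.1). DESeq2 gave an adjusted *P* value of 1.73e-15. With each rat left out in turn, the log2 fold change ranged from 2.14 to 2.54. The other podocyte markers had a median log2 fold change of 0.70 over 11 genes, of which 9 were higher in the HD group and 2 rose by more than Nphs1. This median ranged from 0.27 to 0.94 across the fits that each left out 1 rat.

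**Figure D2:**
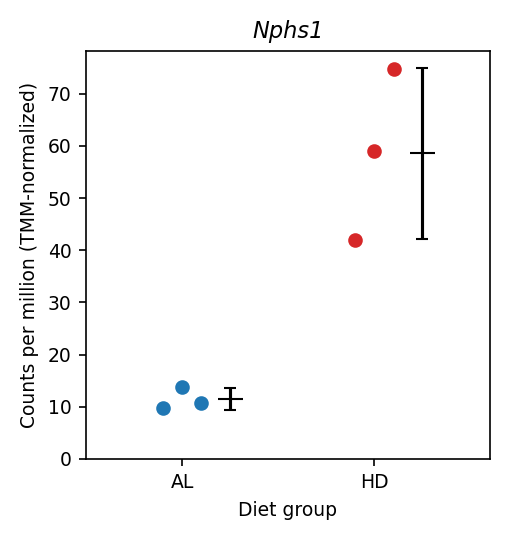
Expression level of Nphs1 in TMM-normalized CPM, with a point for each rat of the AL and HD groups and the mean and SD of 3 rats beside the points. The level lies between 9.77 and 13.9 in the AL group and between 42.0 and 74.8 in the HD group.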

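The paper's text does not name the 4 genes, so the levels of Shmt2, Amt and Gldc, which it names elsewhere in this pathway, were computed. Their mean variance-stabilized level, on a log2 scale, was 10.4 ± 0.279 (SD between rats, *n* = 3) in the HD group and 9.90 ± 0.0744 (SD, *n* = 3) in the AL group. The mean level of all expressed genes was 9.46. When Gatm was added as a further gene, chosen after the data were examined, the mean in the HD group was 11.25. Compared with all expressed genes, the mean level lay at percentile 84.0 for Shmt2, 81.3 for Amt and 36.9 for Gldc. For Gatm it lay at percentile 98. Of the 23 tested genes of serine and glycine metabolism, 20 were higher in the HD group, with a median log2 fold change of 0.27 (0.19 with library size alone). The median score of these genes was higher in every rat of the HD group than in every rat of the AL group (two-sided exact permutation test, *P* = 0.1). The list includes Shmt2, Amt and Gldc, which the paper reports as upregulated in these same rats.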

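Of the 7 genes listed for the urea cycle (Cps1, Otc, Ass1, Asl, Arg1, Arg2 and Nags), Cps1, Otc and Nags had fewer than 30 counts in every rat, with at most 23 counts in 1 rat, and were not tested. The other 4 genes had adjusted *P* values between 0.614 and 0.770 from edgeR's quasi-likelihood test, and none had an unadjusted *P* value below 0.05. Their log2 fold changes ranged from -0.61 to 0.40, 3 of them above 0. DESeq2 gave adjusted *P* values between 0.596 and 0.886, and with a local dispersion fit, chosen after the data were examined, they lay between 0.417 and 0.710.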

None of the genes from the urea cycle, which may also be involved in ammonia detoxification, was differentially expressed (adjusted *P* value >0.4).

**Fig. 3:**
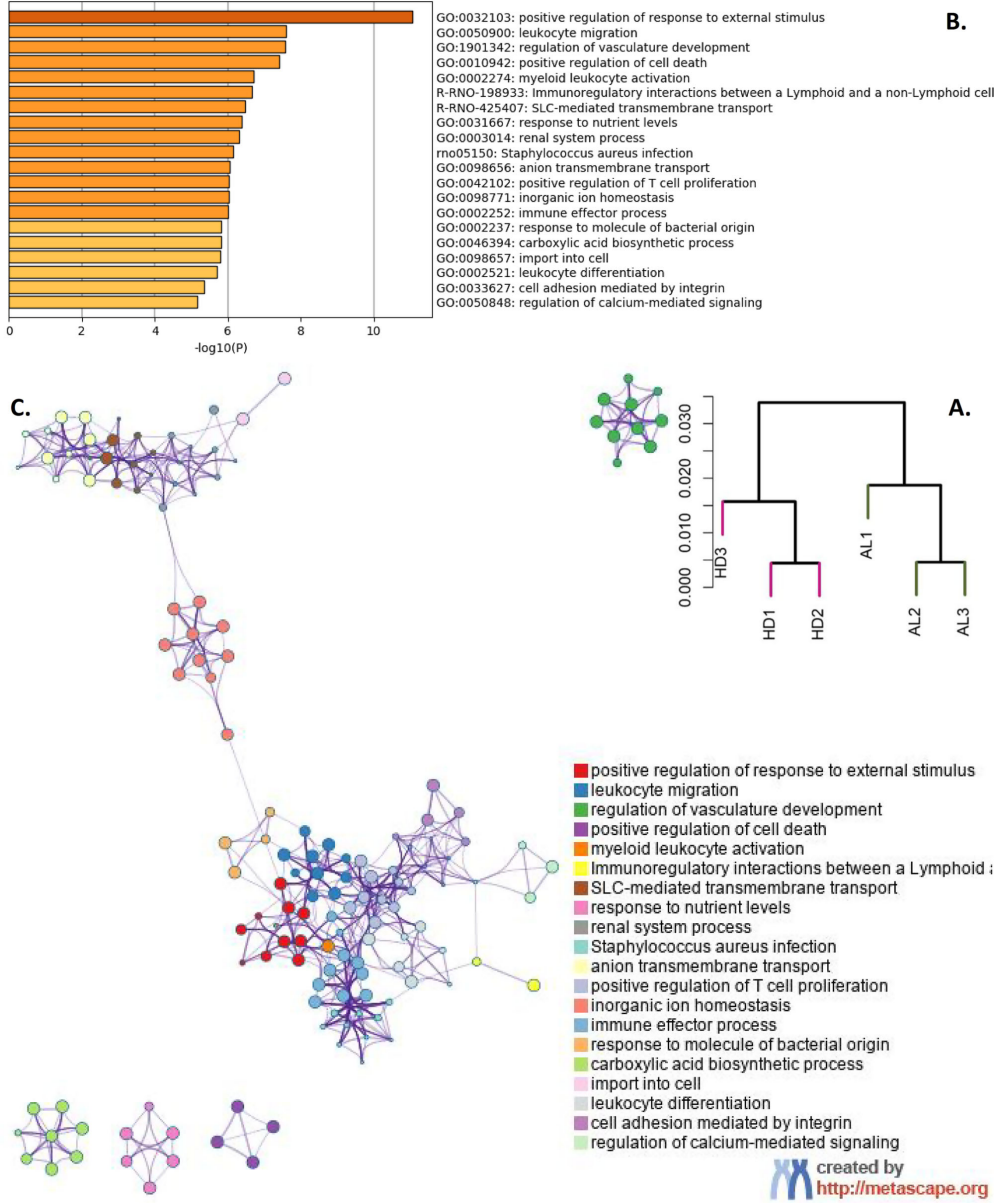
Gene expression analysis. **A** Dendrogram of expressed genes. **B** Functional enrichment of the differentially expressed genes. The *x* axis represents −log10 of the *P* value. **C** Each node represents a functionally enriched term, where the size is proportional to the number of input genes that fall into that term, and the color represents cluster identity. Terms with a membership similarity >0.3 are linked by an edge.

### Integrated modeling of fluxes and gene expression points to altered pathway activities

Flux predictions with ammonia transport as the biological objective best represented the measured amino acid fluxes over the kidney in the AL group (Fig. 1). Hence, the predicted fluxes with ammonia as the objective were used as a starting point for integration with gene expression. The correlation coefficient of predicted fluxes with ammonia as the objective improved from 0.80 in the AL conditions to 0.88 in HD conditions. All correlations of predicted structural fluxes for upregulated genes with measured fluxes were significant (Fig. 4A and Supplementary Fig. 3). The modeling predictions improved most when the genes serine hydroxymethyltransferase 2 (Shmt2) (or other upregulated genes in the same pathway) (*r* = 0.92) or ATP citrate lyase (Acly) (*r* = 0.96) were considered for HD conditions. The highest correlation between measured and predicted fluxes is through increased activity of Acly and increased cellular turnover, and thus higher anabolic demand. Although this hypothesis is supported by the increased activity of many genes in fatty acid metabolism, it would need follow-up experiments for validation, in which also cellular turnover and fatty acid fluxes over the kidney are measured.

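The lists of fatty acid synthesis and oxidation, fixed before the data were examined, held 59 tested genes. In the HD group 47 of these genes were higher and 12 were lower, and the median log2 fold change was 0.18. With library size alone, 41 were higher and 18 were lower, with a median of 0.11. That scaling moved the median of all tested genes from 0.0067 to -0.074. No gene of the list had an adjusted *P* value of at most 0.05 in edgeR's quasi-likelihood test, and 9 had an unadjusted *P* value below 0.05, of which 7 were higher in the HD group. Only 1 gene, upregulated, passed the adjusted threshold in DESeq2. The median score of the synthesis genes was not separated between the groups, with 2 of the 3 HD rats above every AL rat (two-sided exact permutation test, *P* = 0.3), and the oxidation genes gave the same count. Among random lists of the same size matched on mean expression, the median log2 fold change of the synthesis genes lay at percentile 100. That of the oxidation genes lay at percentile 99.93.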

**Fig. 4:**
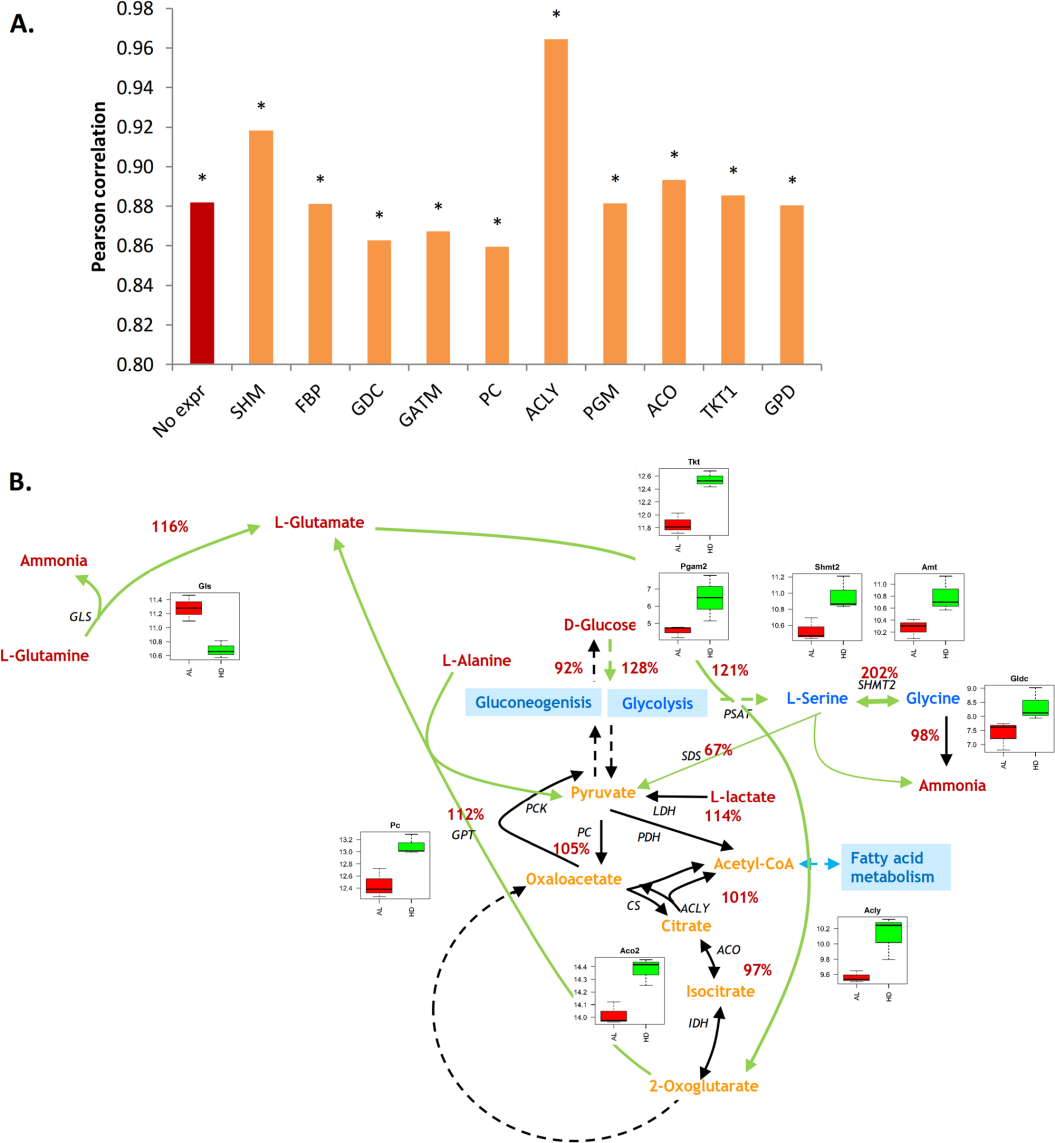
Effect of gene expression alterations on flux predictions in HD. **A** Pearson correlation coefficients between measured and predicted exchange fluxes. The objective in all simulations in this figure is ammonia. The reactions on the *x* axis—SHM, FBP, etc.—represents the effect of overexpression of the respective genes on the predicted fluxes and the resulting Pearson correlation with the measured exchange fluxes. The asterisk * indicates significance. **B** Relative changes in predicted fluxes (%) for activity of SHM and AMT genes in all pathways. Boxplots show the gene expression levels of significantly altered genes in the rat.

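Transketolase (Tkt) was at 217 ± 24.8 CPM (SD, *n* = 3) in the AL group and 352 ± 31.0 (SD, *n* = 3) in the HD group, a log2 fold change of 0.70 (standard error 0.13, adjusted *P* = 0.334 from edgeR). Pyruvate carboxylase (Pc) was at 331 ± 57.6 and 517 ± 57.7 CPM (SD, *n* = 3 each), with a log2 fold change of 0.64 (standard error 0.16, adjusted *P* = 0.378). For ATP citrate lyase (Acly) the levels were 88.4 ± 4.25 and 132 ± 25.0 CPM (SD, *n* = 3 each), and the log2 fold change was 0.58 (standard error 0.15, adjusted *P* = 0.398). In all 3 genes, the 3 rats of the HD group were above the 3 rats of the AL group (two-sided exact permutation test, *P* = 0.1). DESeq2 gave adjusted *P* values of 0.000627 for Tkt, 0.0246 for Pc and 0.0643 for Acly. With a local dispersion fit, chosen after the data were examined, they were 3.19e-05, 0.00644 and 0.00990. Across the 6 fits that each left out 1 rat, the log2 fold change of Acly ranged from 0.49 to 0.73.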

In this work, measurements were focused on amino acid metabolism and we studied Shmt2 in more detail. Figure 4B shows relative changes in flux predictions in HD compared with AL condition when only the pathways containing Shmt2 are active. The structural fluxes predicted an increase of flux through the mitochondrial glycine synthesis pathway. It involves an increased flux from glutamine to glutamate, transamination of glutamate and glycolysis intermediate to oxoglutarate and serine, and glycine cleavage. It is supported by upregulated genes in glycolysis phosphoglycerate mutase 2 (Pgam2), the glycine synthesis pathway (Shmt2, aminomethyltransferase Amt), and glycine cleavage system (glycine decarboxylase Gldc, Amt), and contradicted by downregulation of glutaminase (Gls). 

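Pgam2, on chromosome 14 of rn5 from 86736814 to 86738925, was at 1.35 ± 0.311 CPM (SD, *n* = 3) in the AL group and 6.68 ± 5.54 (SD, *n* = 3) in the HD group. Its log2 fold change was 2.31 (standard error 0.65, adjusted *P* = 0.398 from edgeR), and the 3 rats of the HD group spread from 2.05 to 12.8 CPM. Shmt2, on chromosome 7 from 70998104 to 71003174, rose from 86.8 ± 8.64 to 118 ± 17.2 CPM (SD, *n* = 3 each), a log2 fold change of 0.45 (standard error 0.14, adjusted *P* = 0.406). Amt, on chromosome 8 from 116421237 to 116427437, had 72.4 ± 7.94 and 106 ± 22.2 CPM (SD, *n* = 3 each) and a log2 fold change of 0.55 (standard error 0.17, adjusted *P* = 0.406). For Gldc, on chromosome 1 from 255544864 to 255624575, the levels were 10.1 ± 3.15 and 20.3 ± 8.69 CPM (SD, *n* = 3 each), with a log2 fold change of 1.00 (standard error 0.35, adjusted *P* = 0.408). In each of the 4 genes every rat of the HD group was above every rat of the AL group (two-sided exact permutation test, *P* = 0.1). The log2 fold change ranged, with each rat left out in turn, from 1.41 to 2.74 for Pgam2 and from 0.60 to 1.19 for Gldc. For Shmt2 it ranged from 0.32 to 0.53 and for Amt from 0.37 to 0.67. With DESeq2, the adjusted *P* value was 0.0312 for Pgam2, 0.146 for Amt, 0.166 for Gldc and 0.176 for Shmt2. A local dispersion fit, chosen after the data were examined, gave 0.00812, 0.0388, 0.0600 and 0.0471 in the same order. From the direction of these genes, together with the predicted fluxes, the paper reasons that flux through the mitochondrial glycine synthesis pathway is increased.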

The elevated activity of the serine–glycine pathway is in accordance with the measured elevated glycine and glutamine clearance by the kidney (Fig. 2B).

### The pre-hyperammonemic diet led to increased expression of ammonia transporters

Although the expression levels of most genes support the predicted and measured flux changes, the downregulation of Gls is apparently contradictory. However, regulation of metabolic activity may take place at the post-transcriptional level. In fact, Gls is known to be regulated by ADP. NKCC2 (Slc12a1 in Supplementary Fig. 1) was also downregulated on a gene expression level, whereas immunohistochemistry showed overexpression of NKCC2 in the HD group (Fig. 5). 

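Slc12a1, listed with 3 transcripts on chromosome 3 of rn5 from 123945415 to 124022078, was at 1989 ± 459 CPM (SD, *n* = 3) in the AL group and 1094 ± 446 (SD, *n* = 3) in the HD group. The log2 fold change was -0.86 (standard error 0.31, adjusted *P* = 0.409 from edgeR). The highest rat of the HD group, at 1563 CPM, was below the lowest rat of the AL group, at 1704 (two-sided exact permutation test, *P* = 0.1). DESeq2 gave an adjusted *P* value of 0.110 with its default settings and of 0.0552 with a local dispersion fit chosen after the data were examined. With each rat left out in turn, the log2 fold change of Slc12a1 ranged from -1.21 to -0.61.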

The pre-hyperammonemic diet had no effect on the gene expression (qPCR) of any of the three isoforms of the NKCC2 transporter (0.37 < *P* < 0.96). The pre-hyperammonemic diet did not increase the expression of Rhesus transporters in the collecting ducts (*P* = 0.61).

**Fig. 5:**
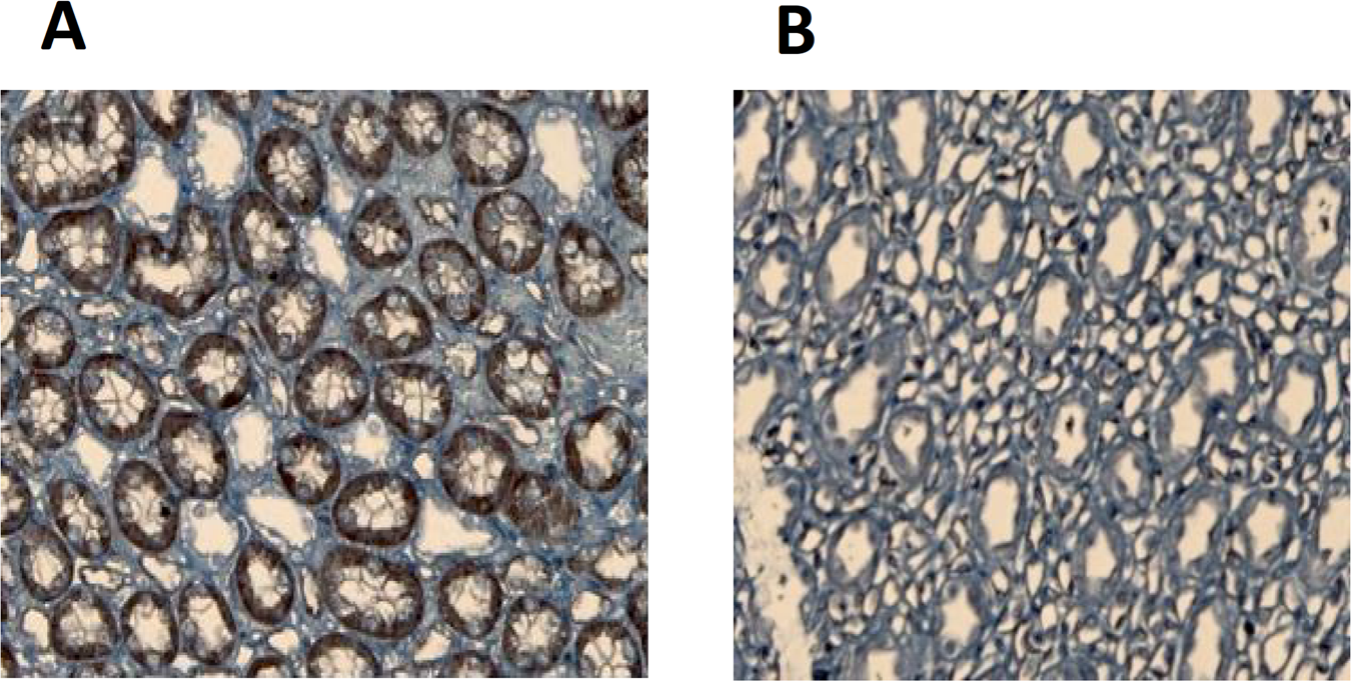
The pre-hyperammonemic diet affected the expression of transporters. Immunohistochemistry showing overexpression of NKCC2 in the HD (**A**) vs AL (**B**) group.

## Discussion

This paper had two main goals: first, to characterize experimentally the changes in metabolic processes and gene expression associated with increased total renal ammoniagenesis without liver failure, in order to better understand the mechanisms behind this pathology; second, to construct a predictive kidney metabolic model of the pathways involved in renal ammoniagenesis in order to investigate how the development of hyperammonemia can be explained by fundamental shifts in cellular metabolic objectives and gene expression.

This study showed that increased total renal ammoniagenesis, without metabolic acidosis or liver failure, is associated with increased expression of renal ammonia and amino acids transporters. It also showed that increased total renal ammoniagenesis greatly influences renal ammonia handling by altering gene expression in several important ammoniagenic pathways. In particular, the mitochondrial serine–glycine pathway might play a role. Although it was not possible to measure the intracellular fluxes in the kidney (and we are not aware of any publications that has been able to achieve that in tissue), this approach of combining gene expression with the metabolic restrictions imposed by stoichiometry, shed light on the changes that might occur during a pre-hyperammonemic diet.

### Computational model and simulation

In contrast to FBA, EMs analysis has the advantage that it does not require constraints substrate uptake rates, which are often lacking. It has the disadvantage that the enumeration of the complete set of elementary modes for large networks has been infeasible so far, even undesirable due to the hardly manageable number of modes that would be generated. We hence reconstructed a medium-scale model for the kidney using specific information about protein abundances contained from the Human Proteome Atlas and RNA abundances from our own dataset as the main sources of evidence to represent central metabolism of the kidney. We also assumed an artificial biomass reaction based on overall composition. Although we defined the model to our best possible knowledge and data of the kidney, choices on the presence/absence of specific reactions might influence the results of the simulations as in any tissue-specific or reduced model.

### Biological objectives

Although a biological objective function had been suggested in metabolic flux analysis of kidney metabolism by Chang et al.^18^, this study is the first to systematically compare a range of biological objectives with experimental data. It is important to note that our modeling approach considers all possible pathways (elementary modes), whereas for instance in classical Flux Balance Analysis, using ATP production as an objective would lead to a single optimal pathway being highlighted and thus disregard cell renewal and other cellular fluxes. The present approach does predict growth for all objectives, since growth is included in most pathways. Hence, whereas growth must explicitly be included in the objective function for Flux Balance Analysis, a single objective is sufficient for structural fluxes. We found that using ammonia transport as the objective led to the best prediction for measured fluxes.

### Regulation

Though the use of gene expression profiles to construct tissue or cell line-specific metabolic models has been established^19,20^, the validity of genome-wide gene expression profiles for flux prediction has been questioned^21^, since an up- or downregulation of a specific gene might not relate with a (linear) change in the respective flux. It might be regulated at a translational level, by post-translational modifications, or depend on other enzymes in the network. As Machado et al.^21^ concluded in their review, it is known that in particular the central metabolic pathways are more heavily regulated at post-transcriptional levels, hence genome-wide transcript levels are in general not suitable for estimation of fluxes of the central carbon metabolism. Albeit the importance of post-transcriptional regulation, transcriptional regulation of specific genes undoubtedly plays an important role. Hence, rather than using all genome-wide gene expression levels, as for example done by Kurata et al.^22^, we like to argue that using only genes, known to be regulated at a transcriptional level, is more promising in the search for biologically meaningful flux predictions. This, however, is often unknown. Here, we investigated one-by-one which overexpressed gene contributes to enhanced flux predictions and found that in particular fluxes through the Shmt2 pathway and Acly might be activated at a transcriptional level in rat kidneys at hyperammonemic conditions. The activity of the mitochondrial glycine synthesis pathway has also been implicated in cancer cell lines by isotope labeling experiments^23,24^. Shmt2 is also a drug target in other diseases, for which approved drugs are available, such as the antimalarial agent Artenimol^25^.

### Metabolism

Metabolism of ammonia in the kidney is solely limited to the proximal tubules. Glutamine is considered the main substrate of renal ammoniagenesis^26^. However, pathophysiological changes can create a shift in the substrates used by the kidney to generate ammonia^27,28^. 

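The Slc1, Slc6, Slc7 and Slc38 families held 33 tested genes, of which 17 were higher and 16 were lower in the HD group. With library size alone, which moved the median of all tested genes from 0.0067 to -0.074, 14 were higher and 19 were lower. None had an adjusted *P* value of at most 0.05 in edgeR's quasi-likelihood test. At an unadjusted *P* value below 0.05 there were 10 genes, 5 higher and 5 lower, against 3.50 expected (two-sided Fisher's exact test, *P* = 0.00162). In DESeq2, no gene of these families was past the threshold upward and 1, Slc38a2, was past it downward, with an adjusted *P* value of 0.0127. A local dispersion fit, chosen after the data were examined, placed Slc1a1 past it upward and Slc38a2 and Slc7a15 downward. Slc38a2 was at 291 ± 35.2 CPM (SD, *n* = 3) in the AL group and 169.7 ± 40.5 (SD, *n* = 3) in the HD group, a log2 fold change of -0.78 (standard error 0.19, adjusted *P* = 0.368 from edgeR). By family, 3 of 5 Slc1 genes, 4 of 10 Slc6 genes, 7 of 11 Slc7 genes and 3 of 7 Slc38 genes were higher in the HD group. The paper places glutamine transporters in these families but does not say that every member is one. Counts over whole families therefore do not test glutamine transporters alone.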

Several glutamine transporters were overexpressed at RNA level. Of particular interest are the transporters from the SLC family. The most acknowledged glutamine transporters belong to the SLC1, 6, 7, and 38 families^29^. They have been shown to be of crucial importance in drugs development^30^ and in cancer research^31,32^ and are known to be expressed in the proximal tubule, where glutamine transport occurs. The results of the present study show an upregulation of glutamine transporters at RNA levels.

### Ammonia transport

After production in the proximal tubular cells, ammonia is transported into the lumen through the NHE-3 (Slc9a3) transporter. The apical NHE-3 transporter is thought to be the major transporter of ammonia in the proximal tubule^33^. It has been shown that NHE-3 expression is upregulated in metabolic acidosis^34^. The present study also demonstrated an increase in gene expression pre-hyperammonemic suggesting that the activity of this transporter is closely linked to the amount of ammonia produced in the proximal tubule. 

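The gene of NHE-3, Slc9a3, lies on chromosome 1 of rn5 from 33159607 to 33201753. Its expression level was 125 ± 12.7 CPM (SD, *n* = 3) in the AL group and 79.0 ± 24.2 (SD, *n* = 3) in the HD group. The log2 fold change was -0.66 (standard error 0.21, adjusted *P* = 0.406 from edgeR), and it stayed between -0.93 and -0.49 with each rat left out in turn. All 3 rats of the HD group were below all 3 rats of the AL group (two-sided exact permutation test, *P* = 0.1). DESeq2 gave an adjusted *P* value of 0.126. With a local dispersion fit, chosen after the data were examined, it was 0.0353.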

Following excretion in the lumen, the accumulation of ammonia in the TAL is mainly regulated by the NKCC2 co-transporter. It has been shown that the expression of this transporter is upregulated during chronic metabolic acidosis^10,11^ mainly through stabilization of mRNA^35^. Our results show that the protein expression of NKCC2 is also upregulated in conditions where ammonia levels are high but the pH is still neutral. Interestingly, it has been shown that the expression of NKCC2 is increased in a rodent model of liver failure known to induce hyperammonemia^36–39^, again suggesting a role for NKCC2 in medullary ammonia accumulation in liver failure. In these studies, the authors did not report on ammonia levels but the used model (bile duct ligation for 28 days in rodents) has been well documented and has repetitively shown its value as a model of hepatic encephalopathy and hyperammonemia^36,40^. These results and ours suggest an increased accumulation of ammonia following the increase in renal ammoniagenesis. NHE4 (Slc9a4), an ammonium transporter in the thick ascending limb has been shown to be critical in the renal handling of ammonia in rodents^41^. After accumulation in the ascending loop, ammonia is either passively diffused into the collecting tubules or actively transported through the Rh glycoproteins transporters family. In the present study their added value could not be shown. It remains unclear whether this was due gene expression below the detection limit or the factual lack of effects of hyperammonemia on the Rhesus transporters.

A limitation of this study is the fact that amino acids in urine were not measured. This study suggests that the kidney can be used as a target therapy organ by altering renal ammonia handling through transporters (NKCC2 and the SLC family) and the mitochondrial glycine pathway (particularly Shmt2).

## Materials and methods

### Animals

Animal experiments were conducted according to Home Office guidelines under the UK Animals in Scientific Procedures Act 1986. Male-specified pathogen-free Sprague–Dawley rats were obtained from Charles Rivers (Margate, UK). All rats were housed in the comparative biological unit at the Royal Free and University College Medical School, University College London at least a week before start of the experiments. They were given free access to standard rodent chow (RM1 Expanded, SDS Diets, Essex, UK) and water ad libitum, with a light/dark cycle of 12 h, at a temperature of 19 °C to 23 °C and a humidity grade of approximately 50%. All procedures and experiments were approved by the Animal Ethical Committee of UCL under license number PPL 70/6615.

### Pre-hyperammonemic diet

Naive male Sprague–Dawley rats (*n* = 8) were fed a high-protein/ammoniagenic diet (mixture of amino acids mimicking the hemoglobin molecule^39^) for 7 consecutive days. The amino acids preparation was mixed with standard rodent chow powder. Similarly to previously conducted studies, animals were fed 3 g kg^−1^ day^−1^ of the amino acids mixture^42^. One rat deceased before the end-point. The control group (*n* = 8) was fed standard laboratory powder chow ad libitum. Rats were randomly assigned to the groups.

### Experimental design

The animals were randomized for pre-hyperammonemic diet (HD group) or ad libitum standard laboratory chow (AL group). After 7 days of diet, surgery was performed. Briefly, following induction anesthesia (1 L min^−1^ oxygen containing 5% isoflurane), anesthesia was maintained with 2% isoflurane in air, delivered at 0.5 L min^−1^ rate through a facemask. Rectal temperature was maintained at 36 ± 1 °C using a heating pad.

### Renal blood flow measurements

Para-amino hippuric acid (PAH) (Sigma-Aldrich, Gillingham, UK) was used to determine renal blood flow. Micro-catheters were inserted in the left jugular vein and left ureter. A primed, constant 1 mM PAH infusion was infused in the jugular vein at a rate of 0.08 ml h^−1^ after a prime infusion of 0.032 ml (100 g)^−1^ of 50 mM PAH to reach a steady state. The final concentrations of PAH have no influence on renal ammonia excretion^43^. An equilibration period of 30 min was observed before blood and urine collection.

### Blood and urine collection

After the equilibration period, urine was collected on ice for 10 (±5) min. Urine quantity was measured using a Hamilton syringe. Immediately after urine collection, renal venous and arterial blood were collected by direct puncture. Blood was immediately centrifuged (1500×*g* for 10 min at 4 °C). Plasma was processed with 5% trichloric acid (for ammonia measurements) or with 5% sulfuric acid (for amino acids measurements) before being stored at −80 °C till further analysis.

### Antibodies and primers

The NKCC2 antibody was kindly provided by the group of Prof Wagner in Zurich^44^ (1/1000).

### Immunohistochemistry

Formalin-fixed tissue sections (5 mm thick) were used for immunohistochemistry. Immunohistochemistry was performed using the streptavidin ABC duet kit (Dako, Cambridgeshire, UK) as described in ref. ^45^ and in Supplementary File Section 3.

### Quantitative polymerase chain reaction (qPCR)

RNA was extracted from half kidney using TRI reagent according to the manufacturer’s protocol and further processed as described in ref. ^46^ and in Supplementary File Section 3. The geometric mean of the expression levels of two reference genes, cyclophilin A (PPIA) and β2-microglobulin (B2M) was calculated and used as a normalization factor.

### Biochemistry

Ammonia, hematocrit, and PAH concentrations were determined using an enzymatic method (CobaS Integra 400, Roche-diagnostics, Burgess Hill, West Sussex, UK). Amino acids were determined using High-performance liquid chromatography^47^.

### RNAseq

Illumina TruSeq RNA Sample Prep Kit v2 (Illumina, Inc.) was used with 100–1000 ng of total RNA for the construction of sequencing libraries. In short, total RNA samples were poly(A)-selected and subsequently reverser transcribed into double-stranded cDNA. The following steps were cDNA fragmentation, end-repair, and polyadenylation before ligation of the TruSeq adapters containing the index for multiplexing. We checked the quality and quantity of the libraries with a Qubit (1.0) fluorometer and the Caliper LabChip® GX (Caliper Life Sciences, Inc.). The product had an average fragment size of ~260 bp. We normalized the libraries to 10 nm in 10 mm Tris-Cl, pH 8.5 with 0.1% Tween 20.

The TruSeq SR Cluster kit v3-cBot-HS (Illumina, Inc.) was used for cluster generation. Sequencing was performed on the Illumina HiSeq 2000 single-end 100 bp using the TruSeq SBS kit v3-HS (Illumina, Inc.). Isoform expression was quantified using RSEM v1.1.15. As a reference, we used the gene definitions from the University of California Santa Cruz for genome build rn5. RSEM was run with default parameters. Raw and processed data are deposited at GEO accession number GSE106682.

### Gene expression analysis

Gene expression was analyzed in the R statistical computing environment (version 3.3.0). The reads were mapped to Entrez gene identifiers and official gene symbols using Biomart^48^. Genes with read counts below 30 in all samples were excluded from further analysis. For all subsequent analyses, we normalized the read counts using variant stabilization by the DESeq2 R-package^49^. We used size factor correction to account for differences in sequencing depth between the samples. DESeq2 was also applied to obtain dispersion estimates and to measure differential gene expression between different conditions using default parameters. Results are reported as log2 fold changes and associated adjusted *P* values (Benjamini Hochberg correction). Functional gene enrichment analysis was performed using METASCAPE^50^ with default settings. Dendrograms were obtained by hierarchical clustering using Ward’s method and 1 − Pearson’s correlation was used as the distance measure.

### Flux calculations

Blood flow rates of the kidneys were calculated using a formula based on the method of indicator dilution and Fick’s principle^51^ as described in detail before^28^ and in Supplementary File Section 3. Positive flux values represent substrate release and negative values reflect substrate uptake^28^. Renal plasma flow and substrate fluxes represent metabolism of two kidneys. Total ammoniagenesis was calculated as renal flux plus urinary ammonia excretion.

### Stoichiometric model

The metabolic model was reconstructed to represent kidney metabolism in the postabsorptive state. As a starting point, we used a model for central carbon metabolism of cancer cells^17^ and manually adapted it for the reactions present or absent in kidney cells using the Human Protein Atlas^52^. All reactions were checked against the human Recon2 model^53^ and RNA abundance data from our own dataset. Since the metabolic model was aimed to simulate renal metabolism in postabsorptive state, important modifications were the addition of breakdown of proteins and free fatty acids, reactions which are typically absent in stoichiometric models of metabolism. Elementary modes were calculated using efmtool^54^. The kidney metabolic model is provided in Supplementary Files Sections 1 and 2.

### Computational fluxes

Whereas the experimental model describes the fluxes across the kidney, the kidney metabolic model predicts also the fluxes in central and ammonia metabolism giving rise to these exchange fluxes by using structural fluxes. In summary, required inputs to the model are: the stoichiometrix matrix, the definition of a biological objective function, and for the HD simulation: gene expression data. Outputs are: all fluxes including exchange and intracellular fluxes. Structural fluxes estimate the efficiency of direct metabolic routes, or elementary modes (EM), toward a cellular objective. The contributions of all EMs are then weighed accordingly to predict the flux distribution, under the assumption that more efficient routes are favored. Structural fluxes are computed according to ref. ^17^ with slight modifications (Eq. (2)) and are summarized below. The efficiency ε_*i*_ of each elementary mode *i* is defined as the ratio of the EM’s objective to the investment required to establish the EM:

1 $$\varepsilon _i = \frac{{e_i^{objective}}}{{\mathop {\sum}\limits_k {\left| {e_i^k} \right|} }}$$

Where *e*_*i*_^*objective*^ is the yield of production of the cellular objective by EM *i* normalized for substrate uptake. Since the system possesses more than one substrate uptake (glucose, lactate, amino acids, choline, ethanolamine, proteins, and free fatty acids), normalization is needed to quantify yields with respect to different substrates. Here, we chose to use the molecular weight of each substrate:

2 $$e_i^k = \frac{{c_i^k}}{{\mathop {\sum}\limits_{s \in \{ substrates\} } {c_{s,i}MW_{s,i}} }}$$

Where *c*_*i*_^*k*^ is the coefficient of reaction *k* in EM *i*, *c*_*s,i*_ is the coefficient of the input reaction of substrate *s* in EM *i* and *MW*_*s,i*_ the molecular weight of each substrate *s* for EM *i*.

The structural flux of reaction *k* is obtained by weighting each EM containing the reaction by its efficiency and summing up all these contributions:

3 $$aSF_k = \frac{{\mathop {\sum}\limits_i {\varepsilon _i \cdot \left| {e_i^k} \right|} }}{{\mathop {\sum}\limits_i {\varepsilon _i} }}$$

*aSF* values are not comparable across networks^16,55^. Appropriate normalization is necessary if one aims to compare structural fluxes across metabolic networks of different sizes, for example, when integrating with gene expression measurements:

4 $$aStrufF_k = \frac{{aSF_k}}{{aSF_{Total\;Sub}}}$$

### Biological objectives

Although the assumption of optimality toward maximum growth of microorganisms is justifiable, the choice of the most relevant biological objective for human renal metabolism has not been widely studied. Chang et al.^18^ compiled an objective function consisting of the metabolic functions of the organ in relation to blood pressure. The objective function consisted of exchange fluxes, which are all equally weighted, such as absorption of glucose and amino acids, and secretion of urea. Note that ammonia removal was not in this list and that the predicted fluxes were not compared with experimental data. Here, we tested 15 objectives to account for a range of biological processes in the kidney, amongst others ammonia excretion, growth, and uptake of amino acids. Maximum growth is frequently used to simulate microorganisms and cancer cells and might be relevant for an organ with high cellular turnover. In addition, we tested maximum ATP production, which is commonly used to simulate a “normal” human cell (as opposed to a cancer cell). Other investigated objectives in the present study are related to the postabsorptive state of the kidney: lactate uptake, free fatty acid uptake, and protein breakdown.

### Integration with gene expression data

In healthy conditions, we assumed that all genes, and consequently reactions, in the kidney metabolic model might be active and contribute to the fluxes according to their efficiency and flexibility in the pathways (Eqs. (1)–(4)). Differential gene expression analysis identified genes that were upregulated in hyperammonemic conditions. In hyperammonemia, we developed a kidney metabolic model in which we assumed that only the pathways containing significantly upregulated gene(s) were active. The underlying idea is that the cells need to perform a specific task to handle the pre-hyperammonemic diet and that only pathways with increased enzymatic activity are relevant. We predicted the structural fluxes for each upregulated gene separately.

### Statistics

Statistical analyses were performed using R (version 3.3.0). Results are expressed as median and range unless otherwise specified. Nonparametric statistics were used. A *P* of 0.05 or less was considered statistically significant. Combined *P* values were computed using Stouffer’s test. The performance of the computational models was evaluated by the Pearson correlation coefficient between predicted and measured fluxes.

## Supplementary information

Supplementary materials

## Data Availability

Gene expression data are deposited in NCBI GEO entry GSE106682. The kidney metabolic model is available in METATOOL format^56^ in supplementary files sections 1 and 2. All data supporting the findings of this study are openly available within the paper and the Supplementary Information deposited at the *npj Systems Biology* *and Applications* website.

## References

[1] Albrecht J, Jones EA (1999). Hepatic encephalopathy: molecular mechanisms underlying the clinical syndrome. J. Neurological Sci..

[2] Butterworth RF (2002). Pathophysiology of hepatic encephalopathy: a new look at ammonia. Metab. Brain Dis..

[3] Weiss N, Dam G, Rose CF (2018). Ammonia: this is not the end but rather the end of the beginning. J. Hepatol..

[4] Dejong CH, Deutz NE, Soeters PB (1993). Renal ammonia and glutamine metabolism during liver insufficiency-induced hyperammonemia in the rat. J. Clin. Investig..

[5] Hamm LL, Simon EE (1987). Roles and meNchanisms of urinary buffer excretion. Am. J. Physiol..

[6] Owen EE, Robinson RR (1963). Amino acid extraction and ammonia metabolism by the human kidney during the prolonged administration of ammonium chloride. J. Clin. Investig..

[7] Darmaun D, Matthews DE, Bier DM (1986). Glutamine and glutamate kinetics in humans. Am. J. Physiol..

[8] Girardi AC, Di Sole F (2012). Deciphering the mechanisms of the Na+/H+ exchanger-3 regulation in organ dysfunction. Am. J. Physiol. Cell Physiol..

[9] Karim Z, Szutkowska M, Vernimmen C, Bichara M (2005). Renal handling of NH3/NH4+: recent concepts. Nephron.

[10] Attmane-Elakeb A, Karim Z, Bichara M (2002). Role of the Na(+)-K+(NH4+)-2Cl cotransporter of the medullary ascending limb in the regulation of renal acid-base equilibrium. Nephrologie.

[11] Attmane-Elakeb A (1998). Stimulation by in vivo and in vitro metabolic acidosis of expression of rBSC-1, the Na+-K+(NH4+)-2Cl- cotransporter of the rat medullary thick ascending limb. J. Biol. Chem..

[12] Blanchard A (1998). NH4+ as a substrate for apical and basolateral Na(+)-H+ exchangers of thick ascending limbs of rat kidney: evidence from isolated membranes. J. Physiol..

[13] Weiner ID, Verlander JW (2011). Role of NH3 and NH4+ transporters in renal acid-base transport. Am. J. Physiol..

[14] Abu Hossain S, Chaudhry FA, Zahedi K, Siddiqui F, Amlal H (2011). Cellular and molecular basis of increased ammoniagenesis in potassium deprivation. Am. J. Physiol..

[15] Stelling J, Klamt S, Bettenbrock K, Schuster S, Gilles ED (2002). Metabolic network structure determines key aspects of functionality and regulation. Nature.

[16] Soons ZI, Ferreira EC, Patil KR, Rocha I (2013). Identification of metabolic engineering targets through analysis of optimal and sub-optimal routes. PLoS ONE.

[17] Schwartz JM, Barber M, Soons Z (2015). Metabolic flux prediction in cancer cells with altered substrate uptake. Biochem Soc. Trans..

[18] Chang RL, Xie L, Xie L, Bourne PE, Palsson BO (2010). Drug off-target effects predicted using structural analysis in the context of a metabolic network model. PLoS Comput Biol..

[19] Agren R (2012). Reconstruction of genome-scale active metabolic networks for 69 human cell types and 16 cancer types using INIT. PLoS Comput. Biol..

[20] Wang Y, Eddy JA, Price ND (2012). Reconstruction of genome-scale metabolic models for 126 human tissues using mCADRE. BMC Syst. Biol..

[21] Machado D, Herrgard M (2014). Systematic evaluation of methods for integration of transcriptomic data into constraint-based models of metabolism. PLoS Comput. Biol..

[22] Kurata H (2007). Integration of enzyme activities into metabolic flux distributions by elementary mode analysis. BMC Syst. Biol..

[23] Jain M (2012). Metabolite profiling identifies a key role for glycine in rapid cancer cell proliferation. Science.

[24] Kim D (2015). SHMT2 drives glioma cell survival in ischaemia but imposes a dependence on glycine clearance. Nature.

[25] Wishart DS (2018). DrugBank 5.0: a major update to the DrugBank database for 2018. Nucleic Acids Res..

[26] Deferrari G (1994). Renal ammoniagenesis and interorgan flow of glutamine in chronic metabolic acidosis. Contributions Nephrol..

[27] Olde Damink SW (2006). Kidney plays a major role in ammonia homeostasis after portasystemic shunting in patients with cirrhosis. Am. J. Physiol. Gastrointest. Liver Physiol..

[28] Olde Damink SW (2003). The kidney plays a major role in the hyperammonemia seen after simulated or actual GI bleeding in patients with cirrhosis. Hepatology.

[29] Pochini L, Scalise M, Galluccio M, Indiveri C (2014). Membrane transporters for the special amino acid glutamine: structure/function relationships and relevance to human health. Front. Chem..

[30] Nigam SK (2015). Handling of drugs, metabolites, and uremic toxins by kidney proximal tubule drug transporters. Clin. J. Am. Soc. Nephrol..

[31] Bhutia YD (2016). SLC transporters as a novel class of tumour suppressors: identity, function and molecular mechanisms. Biochemical J..

[32] Bhutia, Y. D. & Ganapathy, V. Glutamine transporters in mammalian cells and their functions in physiology and cancer. *Biochim. Biophys. Acta*10.1016/j.bbamcr.2015.12.017 (2015).10.1016/j.bbamcr.2015.12.017PMC491921426724577

[33] Aronson PS, Suhm MA, Nee J (1983). Interaction of external H+ with the Na+-H+ exchanger in renal microvillus membrane vesicles. J. Biol. Chem..

[34] Ambuhl PM (1996). Chronic metabolic acidosis increases NHE3 protein abundance in rat kidney. Am. J. Physiol..

[35] Karim Z, Attmane-Elakeb A, Sibella V, Bichara M (2003). Acid pH increases the stability of BSC1/NKCC2 mRNA in the medullary thick ascending limb. J. Am. Soc. Nephrol..

[36] Wright, G. et al. Endotoxemia produces coma and brain swelling in bile duct ligated rats. *Hepatology***45**, 1517–1526 (2007).10.1002/hep.2159917523148

[37] Jonassen TE (2003). Effects of renal denervation on tubular sodium handling in rats with CBL-induced liver cirrhosis. Am. J. Physiol..

[38] Jonassen TE (1997). Functional and structural changes in the thick ascending limb of Henle’s loop in rats with liver cirrhosis. Am. J. Physiol..

[39] Jonassen TE, Nielsen S, Christensen S, Petersen JS (1998). Decreased vasopressin-mediated renal water reabsorption in rats with compensated liver cirrhosis. Am. J. Physiol..

[40] Butterworth RF (2009). Experimental models of hepatic encephalopathy: ISHEN guidelines. Liver Int..

[41] Bourgeois S (2010). NHE4 is critical for the renal handling of ammonia in rodents. J. Clin. Investig..

[42] Olde Damink SW, Dejong CH, Deutz NE, van Berlo CL, Soeters PB (1999). Upper gastrointestinal bleeding: an ammoniagenic and catabolic event due to the total absence of isoleucine in the haemoglobin molecule. Med. Hypotheses.

[43] Welbourne TC, Dass PD (1981). Role of hippurate in acidosis induced adaptation in renal gamma-glutamyltransferase. Life Sci..

[44] Wagner CA (2008). Mouse model of type II Bartter’s syndrome. II. Altered expression of sodium- and water-transporting proteins. Am. J. Physiol. Ren. Physiol..

[45] Shah N (2013). Increased renal expression and urinary excretion of TLR4 in acute kidney injury associated with cirrhosis. Liver Int..

[46] Mookerjee RP (2015). Hepatic dimethylarginine-dimethylaminohydrolase1 is reduced in cirrhosis and is a target for therapy in portal hypertension. J. Hepatol..

[47] van Eijk HM, Rooyakkers DR, Soeters PB, Deutz NE (1999). Determination of amino acid isotope enrichment using liquid chromatography-mass spectrometry. Anal. Biochem..

[48] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat. Protoc..

[49] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[50] Zhou Y (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[51] Owen OE (1981). Hepatic, gut, and renal substrate flux rates in patients with hepatic cirrhosis. J. Clin. Investig..

[52] Uhlen M (2015). Proteomics. Tissue-based map of the human proteome. Science.

[53] Thiele I (2013). A community-driven global reconstruction of human metabolism. Nat. Biotechnol..

[54] Terzer M, Stelling J (2008). Large-scale computation of elementary flux modes with bit pattern trees. Bioinformatics.

[55] Çakir, T., Kirdar, B., Onsan, Z. I., Ulgen, K. O. & Nielsen, J. Effect of carbon source perturbations on transcriptional regulation of metabolic fluxes in *Saccharomyces cerevisiae**BMC Syst. Biol*. **1**, 1–10 (2007).10.1186/1752-0509-1-18PMC185593317408508

[56] von Kamp A, Schuster S (2006). Metatool 5.0: fast and flexible elementary modes analysis. Bioinformatics.

# Supplementary material for: Fluxomics reveals cellular and molecular basis of increased renal ammoniagenesis
**Source:** NPJ Syst Biol Appl. 2022 Dec 20;8:49. doi: 10.1038/s41540-022-00257-2
**Supplement:** Supplementary file 1 — Supplementary materials

## Supplementary materials

### Fluxomics reveals cellular and molecular basis of increased renal ammoniagenesis

Liliane Mpabanzi<sup>1,2,3</sup>, Jessica Wainwright<sup>4</sup>, Bas Boonen<sup>1</sup>, Hans van Eijk<sup>1</sup>, Dipok Dhar<sup>2</sup>, Esther Karssemeijer<sup>1</sup>, Cees HC Dejong<sup>1,5</sup>, Rajiv Jalan<sup>3</sup>, Jean-Marc Schwartz<sup>4\*</sup>, Steven WM Olde Damink<sup>1,2,5\*</sup>, Zita Soons<sup>1,6\*</sup>

\* These authors contributed equally

Zita Soons, PhD, Research Center for Computational Biomedicine, University Hospital RWTH Aachen, Pauwelsstrasse 19, 52074 Aachen Germany.

## Section 1. Metabolic model of the kidney in METATOOL format

-ENZREV

FBA TPI GAPD PGK PGM ENO CS1 ACO IDH1 SUCLG2 SDH FH MDH1 RPI RPE TKT1 TKT2 TALA GOT1 SHM ACACT  
PRPS GPD ADK CO2TR PROt OXCT SDS GLYt GLNup ALAt GPI LYSup PHEup

-ENZIRREV

G6PC HEX1 PFK FBP PYK PDH PC KGD ZWF SOL GND ME2 GLTt GLNA GLS CAD1 PHGDH PSAT PSPH GDC LYSmetab  
OGDH PHHA TYRdeg PROtsyn OTC ASS1 ASL ARG1 IMPsyn ATPRNsyn GTPRNsyn UMPS CAD2 CAD3 UTPsyn RNAsyn  
DA DG DC DU DNAsyn PCsyn PEsyn PSS2 SMsyn CHOLsyn MLsyn Growth NADHX FADHX MAINT CHOLup O2\_UPT  
ARGt EAup PROtup GPT NH3t BIOMr GLUD2a SERt CLNt FFAup FFAmetab PROtmetab LDH PEPCK ACLY GATM  
GLCt CREAT

-METINT

ATP ADP AMP NADP NADPH NAD NADH FAD FADH2 G6P F6P FDP GA3P DHAP P13G P3G P2G PEP PYR ACCOA CO2  
OAC CIT ICIT AKG SUCCOA SUC MAL GLT ALA GLY G15L P6G RBL5P RB5P X5P S7P E4P PRO ASP NH3 GLN  
CarbP ORN SER PHP P3SER AKA LYS AACOA ACAC PHE TYR ARG Protein CLN ARGSUCC FUM PRPP IMP ATPRN  
GTPRN NCarbP ORO UTPRN CTPRN RNA dATP dGTP dCTP dTTP DNA GOH3P Choline PC EA PE PS SM Cholesterol  
MembraneLipid O2 BIOM FFA GLUC

-METEXT

BIOMext GLNext GLText LYSexext PHEext CHOLExt CO2EX O2ext ARGext EAext PROext ALAext NH3ext Urea  
LAC GLYext SERext CLNext FFAext PROText CREA GLUCext CREAext

-CAT

G6PC : 1 G6P = 1 GLUC .  
HEX1 : 1 ATP + 1 GLUC = 1 ADP + 1 G6P .  
GPI : 1 G6P = 1 F6P .  
PFK : 1 ATP + 1 F6P = 1 ADP + 1 FDP .  
FBP : 1 FDP = 1 F6P .  
FBA : 1 FDP = 1 GA3P + 1 DHAP .  
TPI : 1 DHAP = 1 GA3P .  
GAPD : 1 NAD + 1 GA3P = 1 NADH + 1 P13G .  
PGK : 1 ADP + 1 P13G = 1 ATP + 1 P3G .  
PGM : 1 P3G = 1 P2G .  
ENO : 1 P2G = 1 PEP .  
PYK : 1 ADP + 1 PEP = 1 ATP + 1 PYR .  
PEPCK : 1 ATP + 1 OAC = 1 ADP + 1 PEP + 1 CO2 .  
  
PDH : 1 NAD + 1 PYR = 1 NADH + 1 ACCOA + 1 CO2 .  
PC : 1 ATP + 1 PYR + 1 CO2 = 1 ADP + 1 OAC .  
CS1 : 1 ACCOA + 1 OAC = 1 CIT .  
ACO : 1 CIT = 1 ICIT .  
IDH1 : 1 NAD + 1 ICIT = 1 NADH + 1 AKG + 1 CO2 .  
KGD : 1 NAD + 1 AKG = 1 NADH + 1 SUCCOA + 1 CO2 .  
SUCLG2 : 1 ADP + 1 SUCCOA = 1 ATP + 1 SUC .  
SDH : 1 SUC + 1 FAD = 1 FUM + 1 FADH2 .  
FH : 1 FUM = 1 MAL .  
MDH1 : 1 NAD + 1 MAL = 1 NADH + 1 OAC .  
  
LDH : 1 NAD + 1 LAC = 1 NADH + 1 PYR .  
GPT : 1 AKG + 1 ALA = 1 PYR + 1 GLT .  
  
ZWF : 1 NADP + 1 G6P = 1 NADPH + 1 G15L .  
SOL : 1 G15L = 1 P6G .  
GND : 1 NADP + 1 P6G = 1 NADPH + 1 CO2 + 1 RBL5P .  
RPI : 1 RBL5P = 1 RB5P .  
RPE : 1 RBL5P = 1 X5P .  
TKT1 : 1 X5P + 1 RB5P = 1 GA3P + 1 S7P .  
TALA : 1 GA3P + 1 S7P = 1 F6P + 1 E4P .

TKT2 : 1 X5P + 1 E4P = 1 GA3P + 1 F6P .  
 ME2 : 1 NAD + 1 MAL = 1 NADH + 1 PYR + 1 CO2 .  
 GOT1 : 1 GLT + 1 OAC = 1 AKG + 1 ASP .  
 GLNA : 1 ATP + 1 NH3 + 1 GLT = 1 ADP + 1 GLN .  
 GLS : 1 GLN = 1 GLT + 1 NH3 .  
 CAD1 : 1 GLN + 2 ATP + 1 CO2 = 1 CarbP + 1 GLT + 2 ADP .  
 GLUD2a : 1 NAD + 1 GLT = 1 NADH + 1 AKG + 1 NH3 .  
 SHM : 1 SER = 1 GLY .  
 PHGDH : 1 NAD + 1 P3G = 1 NADH + 1 PHP .  
 PSAT : 1 GLT + 1 PHP = 1 AKG + 1 P3SER .  
 PSPH : 1 P3SER = 1 SER .  
 GDC : 1 GLY + 1 NAD = 1 CO2 + 1 NH3 + 1 NADH .  
 SDS : 1 SER = 1 PYR + 1 NH3 .  
 LYSmetab : 1 LYS + 2 AKG + 1 NADP + 2 NAD + 1 FAD = 1 AKA + 2 GLT + 1 NADPH + 2 NADH + 1 FADH2 .  
 OGDH : 1 AKA + 2 NAD = 1 AACOA + 2 NADH + 2 CO2 .  
 ACOA : 1 AACOA = 2 ACCOA .  
 OXCT : 1 ACAC + 1 SUCCOA = 1 AACOA + 1 SUC .  
 PHHA : 1 PHE + 1 NADH = 1 TYR + 1 NAD .  
 TYRdeg : 1 TYR + 1 AKG = 1 FUM + 1 ACAC + 1 GLT + 1 CO2 .  
 PROTsyt : 0.059 LYS + 0.039 PHE + 0.051 ARG + 0.072 GLY + 0.052 PRO + 0.032 TYR + 0.078 ALA + 0.053 ASP + 0.042 GLN + 0.063 GLT + 0.068 SER + 4 ATP = 1 Protein + 1 AMP + 3 ADP .  
 OTC : 1 CarbP + 1 ORN = 1 CLN .  
 ASS1 : 1 CLN + 1 ASP + 1 ATP = 1 ARGsucc + 1 AMP .  
 ASL : 1 ARGsucc = 1 ARG + 1 FUM .  
 ARG1 : 1 ARG = 1 ORN + 1 Urea .  
 PRPS : 1 RB5P + 1 ATP = 1 PRPP + 1 AMP .  
 IMPsyn : 4 ATP + 1 CO2 + 1 PRPP + 2 GLN + 1 ASP + 1 GLY = 4 ADP + 1 FUM + 1 IMP + 2 GLT .  
 ATPRNsyt : 1 IMP + 1 ASP + 3 ATP = 1 ATPRN + 1 FUM + 3 ADP .  
 GTPRNsyt : 1 IMP + 1 GLN + 3 ATP + 1 NAD = 1 GTPRN + 1 GLT + 2 ADP + 1 AMP + 1 NADH .  
 CAD2 : 1 CarbP + 1 ASP = 1 NCarbP .  
 CAD3 : 1 NCarbP + 1 NAD = 1 ORO + 1 NADH .  
 UMPS : 1 ORO + 1 PRPP + 2 ATP = 1 UTPRN + 1 CO2 + 2 ADP .  
 UTPsyn : 1 UTPRN + 1 ATP + 1 NH3 = 1 CTPRN + 1 ADP .  
 RNAsyt : 0.285 ATPRN + 0.285 UTPRN + 0.215 GTPRN + 0.215 CTPRN = 1 RNA .  
 DA : 1 ATPRN = 1 dATP .  
 DG : 1 GTPRN = 1 dGTP .  
 DC : 1 CTPRN = 1 dCTP .  
 DU : 1 UTPRN = 1 dTTP .  
 DNAsyt : 0.285 dATP + 0.285 dTTP + 0.215 dGTP + 0.215 dCTP = 1 DNA .  
 GPD : 1 NADH + 1 DHAP = 1 NAD + 1 GOH3P .  
 PCSyt : 1 Choline + 18 ACCOA + 1 GOH3P + 23 ATP + 33 NADH = 1 PC + 17 ADP + 6 AMP + 33 NAD .  
 PESyt : 1 EA + 18 ACCOA + 1 GOH3P + 23 ATP + 33 NADH = 1 PE + 17 ADP + 6 AMP + 33 NAD .  
 PSS2 : 1 PE + 1 SER = 1 PS + 1 EA .  
 SMSyt : 16 ACCOA + 1 SER + 1 Choline + 16 ATP + 29 NADPH = 1 SM + 2 CO2 + 14 ADP + 2 AMP + 29 NADP .  
 CHOLsyt : 18 ACCOA + 18 ATP + 14 NADPH = 1 Cholesterol + 6 CO2 + 18 ADP + 14 NADP .  
 MLsyt : 0.5 PC + 0.2 PE + 0.075 PS + 0.075 SM + 0.15 Cholesterol = 1 MembraneLipid .  
 Growth : 0.9226 Protein + 0.013 RNA + 0.0052 DNA + 0.0297 MembraneLipid = 1 BIOM .  
 BIOMr : BIOM = BIOMext .  
 FFAmetab : 1 FFA + 7 NAD + 2 ATP + 7 FAD = 8 ACCOA + 7 NADH + 2 ADP + 7 FADH2 .

PROTmetab : 1 Protein + 1 ATP = 0.059 LYS + 0.039 PHE + 0.051 ARG + 0.072 GLY + 0.052 PRO + 0.032 TYR + 0.078 ALA + 0.053 ASP + 0.042 GLN + 0.063 GLT + 0.068 SER + 1 ADP .

NADHX : 1 NADH + 3 ADP + 0.5 O2 = 1 NAD + 3 ATP .  
 FADHX : 2 ADP + 1 FADH2 + 0.5 O2 = 2 ATP + 1 FAD .  
 MAINT : 1 ATP = 1 ADP .  
 ADK : 1 AMP + 1 ATP = 2 ADP .

ACLY : 1 ACCOA + 1 OAC + 1 ADP = 1 CIT + 1 ATP .  
 GATM : 1 ARG + 1 GLY = 1 ORN + 1 CREA .

FFAup : 1 FFAext = 1 FFA .  
 PROTup : 1 PROText = 1 Protein .

CREAt : 1 CREA = CREAext .  
 GLCt : 1 GLUC = GLUCext .  
 GLNup : 1 GLNnext = 1 GLN .  
 GLTt : 1 GLT = 1 GLText .  
 GLYt : 1 GLY = 1 GLYext .  
 SERT : 1 SER = 1 SERext .  
 LYSup : 1 LYSext = 1 LYS .  
 PHEup : 1 PHEext = 1 PHE .  
 CHOLup : 1 CHOLext = 1 Choline .  
 CO2TR : 1 CO2 = 1 CO2EX .  
 O2\_UPT : 1 O2ext = 1 O2 .  
 ARGt : 1 ARG = 1 ARGext .  
 CLNt : 1 CLNnext = 1 CLN .  
 EAup : 1 EAext = 1 EA .  
 PROt : 1 PRO = 1 PROext .  
 ALAt : 1 ALA = 1 ALAext .  
 NH3t : 1 NH3 + 1 ATP = 1 NH3ext + 1 ADP .

## Section 2. Nomenclature metabolites metabolic kidney model

| Metabolite  | Name                      |
|-------------|---------------------------|
| AACOA       | AcetoacetylC oA           |
| ACAC        | Acetoacetate              |
| ACCOA       | Acetyl Coenzyme A         |
| ADP         | Adenosine diphosphate     |
| AKA         | $\alpha$ – keto adipate   |
| AKG         | $\alpha$ – K etoglutarate |
| ALA         | Alanine                   |
| AMP         | Adenosine monophosphate   |
| ARG         | Arginine                  |
| ARGSUCC     | Argininosuccinate         |
| ASP         | Aspartate                 |
| ATP         | Adenosine triphosphate    |
| ATPRN       | Adenosine triphosphate    |
| BIOM        | Biomass                   |
| CarbP       | Carbamoyl phosphate       |
| Cholesterol | Cholesterol               |
| Choline     | Choline                   |
| CIT         | Citrate                   |

|               |                                                                           |
|---------------|---------------------------------------------------------------------------|
| CLN           | Citruline                                                                 |
| CO2           | Carbon dioxide                                                            |
| CTPRN         | Cytidine triphosphate                                                     |
| dATP          | Deoxyadenosine triphosphate                                               |
| dCTP          | Deoxycytidine triphosphate                                                |
| dGTP          | Deoxyguanosine triphosphate                                               |
| DHAP          | glycerone phosphate                                                       |
| dTTP          | Deoxythymidine triphosphate                                               |
| DNA           | Deoxyribonucleic acid                                                     |
| E4P           | Erythrose 4 – phosphate                                                   |
| EA            | Ethanolamine                                                              |
| F6P           | Fructose 6 – phosphate                                                    |
| FAD           | Flavin adenine dinucleotide                                               |
| FADH2         | Reduced form of flavin adenine dinucleotide                               |
| FDP           | Fructose-bisphosphate                                                     |
| FFA           | Free fatty acid                                                           |
| FUM           | Fumarate                                                                  |
| G15L          | 6-phospho-D-glucono-1,5-lactone                                           |
| G6P           | Glucose 6 – phosphate                                                     |
| GA3P          | Glyceraldehyde 3 – phosphate                                              |
| GLN           | Glutamine                                                                 |
| GLT           | Glutamate                                                                 |
| GLUC          | Glucose                                                                   |
| GLY           | Glycine                                                                   |
| GOH3P         | Glycerol 3-phosphate                                                      |
| GTPRN         | Guanosine triphosphate                                                    |
| H2O2          | Peroxide                                                                  |
| ICIT          | Isocitrate                                                                |
| IMP           | Inosine monophosphate                                                     |
| LYS           | Lysine                                                                    |
| MAL           | Malate                                                                    |
| MembraneLipid | MembraneLipid                                                             |
| NADH          | Reduced form of nicotinamide adenine dinucleotide                         |
| NAD           | Nicotinamide adenine dinucleotide                                         |
| NADPH         | Reduced from of mitochondrial Nicotinamide adenine dinucleotide phosphate |
| NADP          | Nicotinamide adenine dinucleotide phosphate                               |
| NCarbP        | carbamoyl phosphate                                                       |
| NH3           | Ammonia                                                                   |
| O2            | Oxygen                                                                    |
| OAC           | Oxaloacetate                                                              |
| ORN           | Ornithine                                                                 |
| ORO           | Orotate                                                                   |
| P13G          | 1,3-bisphosphoglycerate                                                   |
| P2G           | 2 – Phosphoglycerate                                                      |
| P3G           | 3 – Phosphoglycerate                                                      |
| P3SER         | Phosphoserine                                                             |

|         |                                |
|---------|--------------------------------|
| P6G     | 6-phospho-D-gluconate          |
| PC      | Phosphatidylcholine            |
| PE      | Phosphatidylethanolamine       |
| PEP     | Phosphoenolpyruvate            |
| PHE     | Phenylalanine                  |
| PHP     | 3-phosphonooxypyruvate         |
| PRO     | Proline                        |
| Protein | Protein                        |
| PRPP    | Phosphoribosyl – pyrophosphate |
| PS      | Phosphatidylserine             |
| PYR     | Pyruvate                       |
| RB5P    | ribose 5-phosphate             |
| RBL5P   | ribulose 5-phosphate           |
| RNA     | Ribonucleic acid               |
| S7P     | Sedoheptulose 7-phosphate      |
| SER     | Serine                         |
| SM      | Sphingomyelin                  |
| SUC     | Succinate                      |
| SUCCOA  | Succinate C oenzyme A          |
| TYR     | T yrosine                      |
| UTPRN   | Uridinetriphosphate            |
| X5P     | Xylulose 5 – phosphate         |

### **Section 3: Detailed methods**

#### **Immunohistochemistry**

Sections were dewaxed in xylene, rehydrated in graded alcohol and rinsed with PBS. Antigen retrieval was done by heating the sections in citrate buffer solution at 95°C for 10 min (Sigma Aldrich, Gillingham, UK). Endogenous peroxidase activity was blocked by 3% hydrogen peroxide for 20 min. The sections were incubated with a rabbit polyclonal antibody. Streptavidin-peroxidase labelled secondary antibody was applied for 30 min at room temperature. Colour was developed with the chromagen 3,3'-diaminobenzidine (Dako, Cambridgeshire, UK), and counterstained with Mayer's haematoxylin solution.

#### **Quantitative polymerase chain reaction (qPCR)**

RNA samples were treated with DNase (Promega, Madison, WI, USA) to ensure the removal of contaminating genomic DNA. RNA concentration was determined by Nanodrop (Nanodrop, Wilmington, DE, USA) and 750 ng of RNA was used as the template for reverse transcription in a cDNA synthesis reaction using iScript cDNA synthesis kit (Bio-Rad). qPCR reactions were conducted in a volume of 20 µl containing 10 ng of cDNA, 1× Absolute qPCR SYBR Green Fluorescein Mix (Westburg, Leusden, The Netherlands), and 150 nM of gene-specific forward and reverse primers. The sequences of the primers used were extracted from earlier published material<sup>1</sup>.

#### **Flux calculations**

The blood flow determined using PAH was converted to plasma flow using the hematocrit levels. Renal urinary ammonia excretion was calculated as the urinary ammonia concentration times the urinary volume. The renal flux was calculated as renal plasma flow times the venous arterial difference divided by bodyweight.

#### **References**

- 1 Hao, S., Zhao, H., Darzynkiewicz, Z., Battula, S. & Ferreri, N. R. Differential regulation of NFAT5 by NKCC2 isoforms in medullary thick ascending limb (mTAL) cells. *American journal of physiology* 300, F966-975 (2011).

**Supplementary Table 1. Renal fluxes and blood concentrations.**

Data are means  $\pm$  standard error. Fluxes are in nmol (100g body weight)<sup>-1</sup> min<sup>-1</sup> per kidney; concentrations in  $\mu$ M. BCCA: sum of the branched chain amino acids, TEAA: sum of the essential amino acids, TNEA: sum of the non-essential amino acids, TAA: sum of all measured amino acids.

| AA    | AL flux          | HD flux          | p-value | AL arterial     | HD arterial     | p-value | AL venous       | HD venous       | p-value |
|-------|------------------|------------------|---------|-----------------|-----------------|---------|-----------------|-----------------|---------|
| NH3   | 44.8 $\pm$ 7.2   | 38.4 $\pm$ 21.6  | 0.46    | 58.9 $\pm$ 10.2 | 80.4 $\pm$ 10.1 | 0.19    | 102 $\pm$ 12    | 129 $\pm$ 22    | 0.28    |
| GLN   | 78.7 $\pm$ 37.2  | -64.9 $\pm$ 114  | 0.12    | 790 $\pm$ 53    | 892 $\pm$ 98    | 0.87    | 875 $\pm$ 24    | 818 $\pm$ 53    | 0.54    |
| ALA   | 66.0 $\pm$ 54.9  | -91.9 $\pm$ 53.2 | 0.09    | 1098 $\pm$ 115  | 1070 $\pm$ 102  | 0.78    | 1175 $\pm$ 89   | 966 $\pm$ 115   | 0.19    |
| GLY   | 33.5 $\pm$ 32.1  | -35.5 $\pm$ 44.0 | 0.19    | 503 $\pm$ 38    | 506 $\pm$ 27    | 0.87    | 543 $\pm$ 32    | 465 $\pm$ 39    | 0.34    |
| GLU   | 5.33 $\pm$ 5.6   | 35.3 $\pm$ 46.7  | 0.46    | 58.0 $\pm$ 8.1  | 62.4 $\pm$ 6.4  | 0.64    | 64.6 $\pm$ 5.9  | 1001 $\pm$ 47   | 0.49    |
| SER   | 94.5 $\pm$ 25.8  | 82.8 $\pm$ 25.4  | 0.87    | 437 $\pm$ 34    | 453 $\pm$ 43    | 1.00    | 532 $\pm$ 14    | 531 $\pm$ 41    | 0.87    |
| HIS   | 18.6 $\pm$ 6.0   | 15.0 $\pm$ 9.21  | 0.87    | 121 $\pm$ 11    | 127 $\pm$ 8     | 1.00    | 140 $\pm$ 6.5   | 140 $\pm$ 10    | 0.96    |
| CIT   | -22.1 $\pm$ 11.9 | -47.0 $\pm$ 13.3 | 0.34    | 127 $\pm$ 9     | 130 $\pm$ 10    | 1.00    | 109 $\pm$ 6.8   | 78.9 $\pm$ 8.4  | 0.024   |
| TAU   | 13.4 $\pm$ 18.7  | -91.2 $\pm$ 18.7 | 0.0012  | 195 $\pm$ 21    | 308 $\pm$ 29    | 0.0037  | 211 $\pm$ 21    | 208 $\pm$ 47    | 0.40    |
| ARG   | 55.2 $\pm$ 11.1  | 36.6 $\pm$ 19.0  | 0.61    | 170 $\pm$ 13    | 147 $\pm$ 14    | 0.19    | 225 $\pm$ 11    | 183 $\pm$ 13    | 0.029   |
| TYR   | 17.4 $\pm$ 4.8   | 13.1 $\pm$ 6.9   | 0.69    | 75.6 $\pm$ 6.6  | 79.1 $\pm$ 9.7  | 0.86    | 93.0 $\pm$ 6.4  | 90.4 $\pm$ 15.7 | 0.87    |
| VAL   | 23.7 $\pm$ 12.0  | 13.8 $\pm$ 24.1  | 0.46    | 196 $\pm$ 13    | 251 $\pm$ 14    | 0.014   | 221 $\pm$ 10.2  | 263 $\pm$ 31    | 0.19    |
| MET   | 10.2 $\pm$ 3.2   | 10.7 $\pm$ 4.7   | 0.96    | 58.8 $\pm$ 4.5  | 56.1 $\pm$ 5.4  | 0.30    | 69.0 $\pm$ 3.2  | 66.9 $\pm$ 9.1  | 0.95    |
| ILE   | 13.4 $\pm$ 4.8   | 16.8 $\pm$ 17.7  | 0.40    | 113 $\pm$ 8     | 127 $\pm$ 13    | 0.38    | 126 $\pm$ 5     | 143 $\pm$ 23    | 0.54    |
| PHE   | 9.44 $\pm$ 2.7   | 15.8 $\pm$ 9.4   | 0.78    | 60.0 $\pm$ 4.5  | 61.7 $\pm$ 5.5  | 0.45    | 69.5 $\pm$ 1.7  | 77.6 $\pm$ 15.3 | 1.00    |
| TRP   | 14.5 $\pm$ 3.4   | 13.0 $\pm$ 6.1   | 0.54    | 66.6 $\pm$ 5.7  | 70.7 $\pm$ 5.4  | 0.68    | 80.6 $\pm$ 6.2  | 81.9 $\pm$ 9.6  | 0.78    |
| LEU   | 14.4 $\pm$ 9.7   | 9.8 $\pm$ 29.4   | 0.34    | 156 $\pm$ 13    | 214 $\pm$ 17    | 0.0093  | 171 $\pm$ 10    | 222 $\pm$ 36    | 0.23    |
| ORN   | 16.8 $\pm$ 3.5   | 34.1 $\pm$ 25.8  | 0.96    | 73.5 $\pm$ 5.7  | 92.3 $\pm$ 11.1 | 0.25    | 90.4 $\pm$ 4.7  | 126 $\pm$ 35    | 0.45    |
| LYS   | 43.2 $\pm$ 64.2  | 84.6 $\pm$ 50.0  | 0.54    | 288 $\pm$ 46    | 327 $\pm$ 42    | 0.53    | 306 $\pm$ 43    | 410 $\pm$ 74    | 0.35    |
| THR   | 27.6 $\pm$ 11.3  | 16.7 $\pm$ 86.1  | 0.46    | 200 $\pm$ 17    | 378 $\pm$ 52    | 0.0014  | 228 $\pm$ 10    | 391 $\pm$ 66    | 0.0022  |
| ASN   | 16.5 $\pm$ 4.9   | 3.10 $\pm$ 9.86  | 0.28    | 91.0 $\pm$ 7.9  | 93.3 $\pm$ 9.5  | 0.95    | 108 $\pm$ 6     | 94.4 $\pm$ 11.4 | 0.27    |
| AAB   | 0.93 $\pm$ 0.4   | 2.09 $\pm$ 1.82  | 0.96    | 7.63 $\pm$ 0.89 | 10.6 $\pm$ 2.2  | 0.27    | 8.50 $\pm$ 0.65 | 12.7 $\pm$ 1.3  | 0.029   |
| BCCA  | 51.5 $\pm$ 25.5  | 40.3 $\pm$ 70.1  | 0.46    | 465 $\pm$ 33    | 518 $\pm$ 83    | 0.13    | 518 $\pm$ 23    | 549 $\pm$ 110   | 0.38    |
| TEAA  | 191 $\pm$ 53.2   | 190 $\pm$ 207    | 0.40    | 1313 $\pm$ 47   | 1492 $\pm$ 227  | 0.065   | 1518 $\pm$ 65   | 1652 $\pm$ 312  | 0.23    |
| TNEAA | 359 $\pm$ 186    | -127 $\pm$ 167   | 0.054   | 3534 $\pm$ 266  | 3281 $\pm$ 508  | 0.80    | 3927 $\pm$ 159  | 3133 $\pm$ 498  | 0.19    |
| TAA   | 551 $\pm$ 215    | 73 $\pm$ 297     | 0.28    | 4848 $\pm$ 298  | 4773 $\pm$ 719  | 0.50    | 5445 $\pm$ 215  | 4785 $\pm$ 794  | 0.72    |

**Supplementary Figure 1: Boxplots transporters**

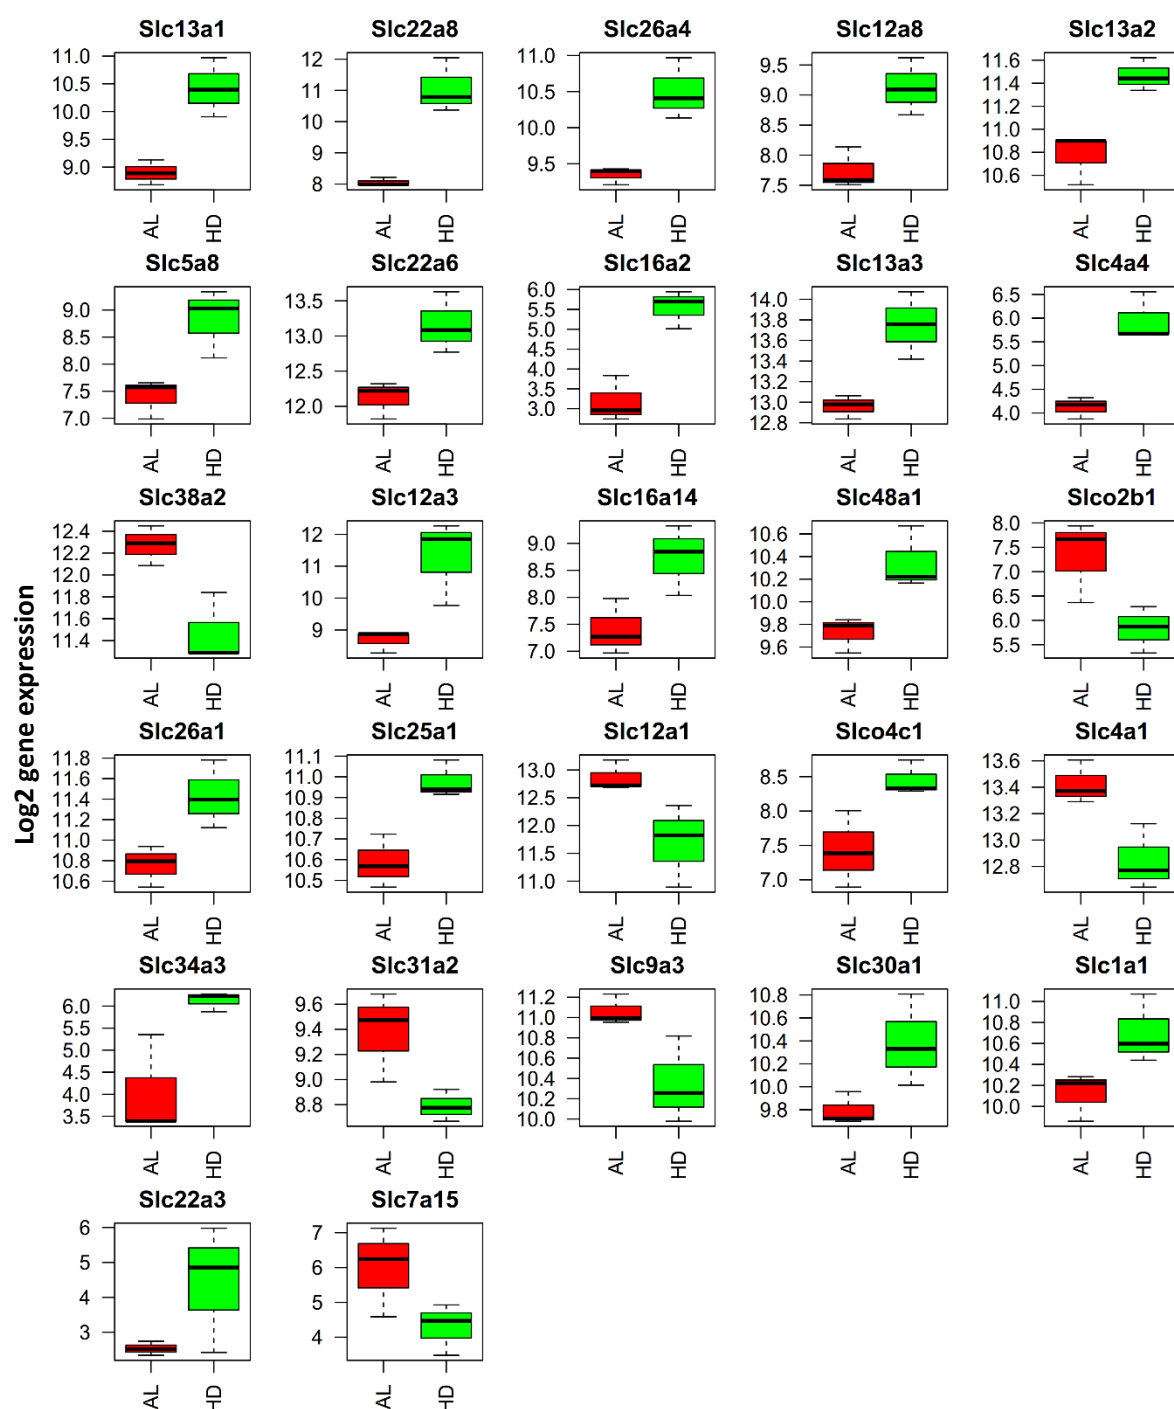

**Supplementary Figure 1.** Boxplots for gene expression levels of differentially expressed transporters with a gene name containing “slc”. The centre lines represent the median; box limits represent upper and lower quartiles; whiskers represent 1.5x interquartile range.

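Of the 27 transporter genes in Supplementary Fig. 1, 20 were higher and 7 were lower in the HD group, in every setting under which they were tested. The paper chose these genes as differentially expressed in the same rats. Their stable direction and the separation of the rats follow largely from that choice and are no independent support. The log2 fold changes of the upper 20 ranged from 0.40 for Slc25a1 to 3.20 for Slc22a8, and their adjusted *P* values in edgeR's quasi-likelihood test from 0.254 to 0.406. In 19 of them every rat of the HD group was above every rat of the AL group, the exception being Slc22a3. DESeq2 placed 12 of the 20 past the adjusted threshold, and DESeq2 with a local dispersion fit, chosen after the data were examined, all 20. The lower 7 genes had log2 fold changes from -1.90 for Slc7a15 to -0.56 for Slc4a1 and adjusted *P* values from 0.368 to 0.409. In 6 of them every rat of the HD group was below every rat of the AL group, the exception being Slc7a15. DESeq2 placed 2 of the 7 past the threshold, and DESeq2 with the local dispersion fit 6. Slc22a8 was at 15.6 ± 1.42 CPM (SD, *n* = 3) in the AL group and 143 ± 90.9 (SD, *n* = 3) in the HD group (standard error of the log2 fold change 0.43). Slc12a3 rose from 24.3 ± 5.35 to 185 ± 121 CPM (SD, *n* = 3 each), with a log2 fold change of 2.93 (standard error 0.58), and its HD rats spread from 51.5 to 287.

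**Figure D3:**
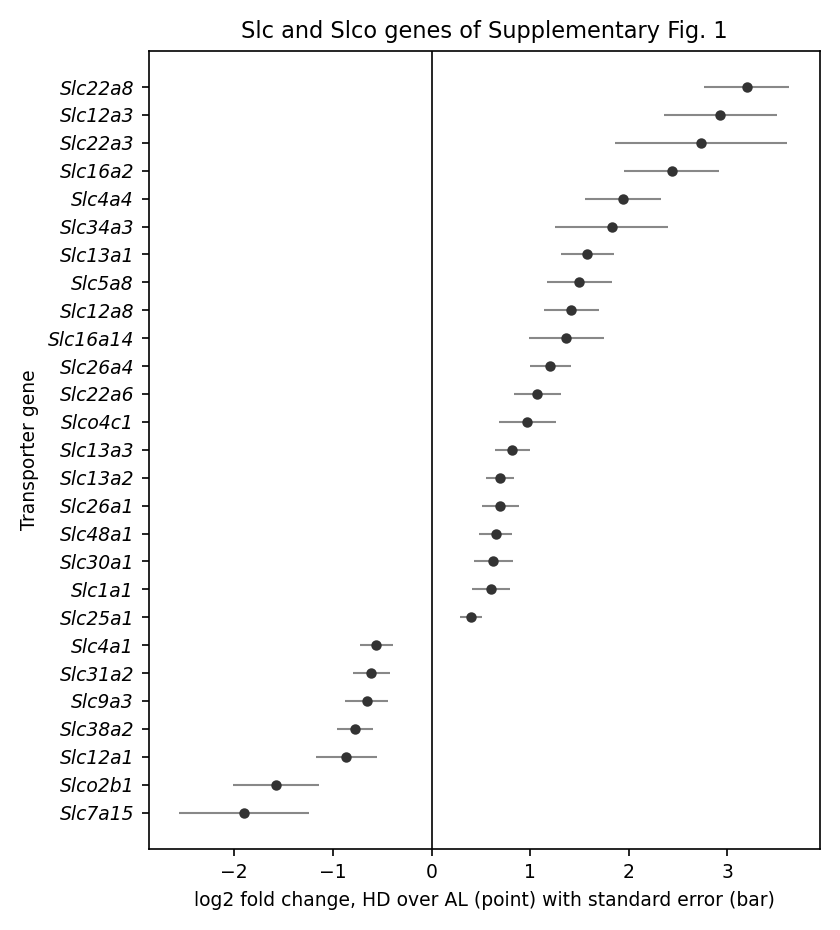
log2 fold change of the HD over the AL group (point) with its standard error (bar) from edgeR for the 27 transporter genes of Supplementary Fig. 1, sorted by fold change. The bars of the upper 20 genes lie above 0 and those of the lower 7 genes below 0. The paper chose these genes as differentially expressed in the same rats, so bars away from 0 follow largely from that choice.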

## Supplementary Figure 2. Scatter plots for biological objectives

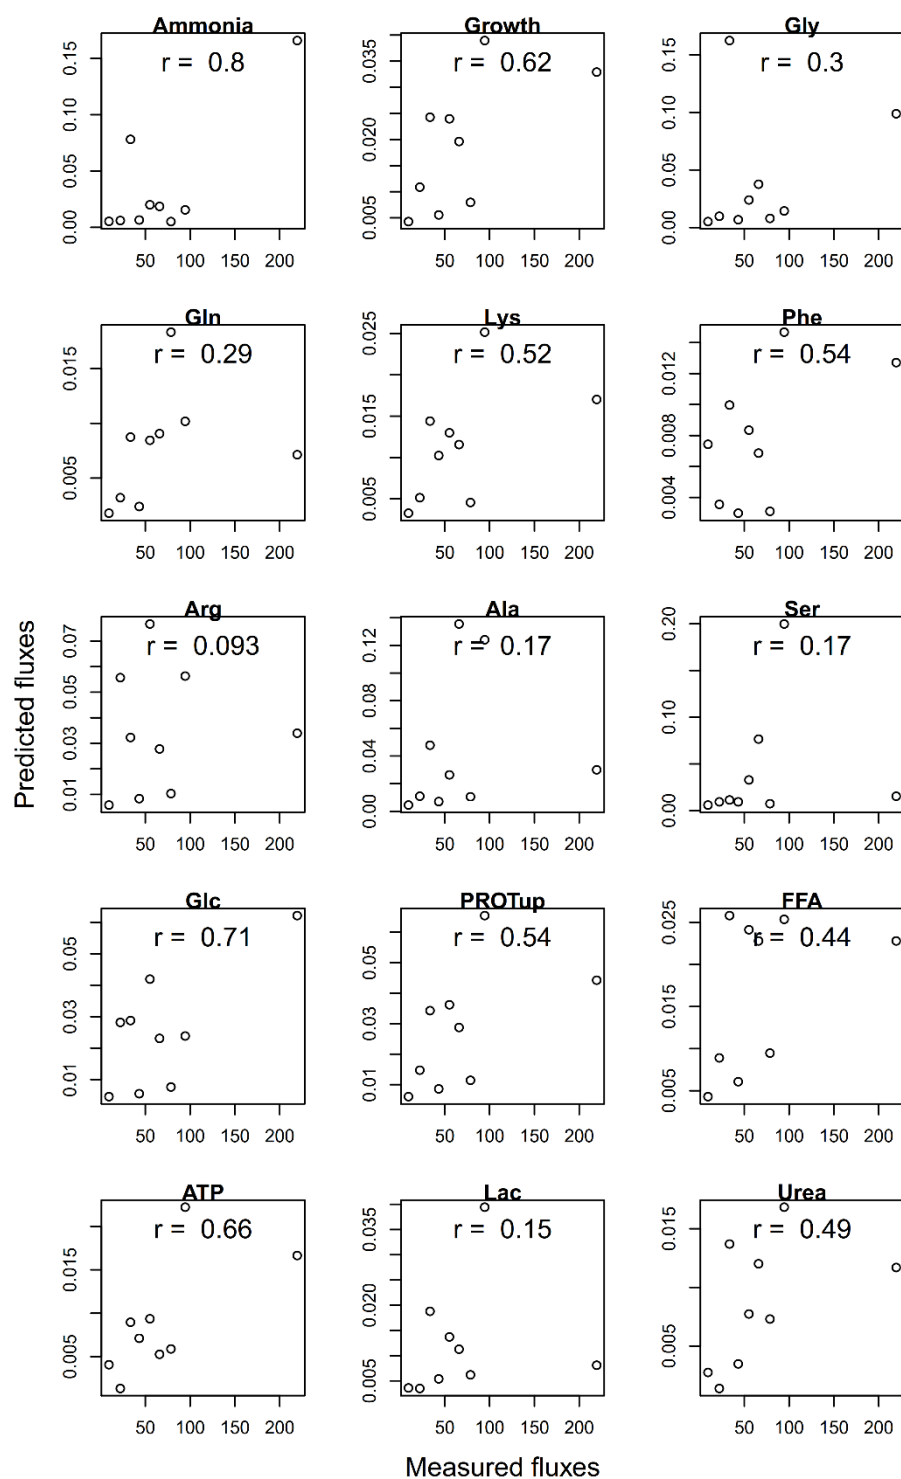

**Supplementary Figure 2.** Scatter plots for biological objectives in the AL group. The measured flux units are nmol (100g bw)<sup>-1</sup> min<sup>-1</sup>. The predicted structural fluxes are relative to the total substrate uptake (Eq. 3).

**Supplementary Figure 3: Scatter plots for differentially expressed genes**

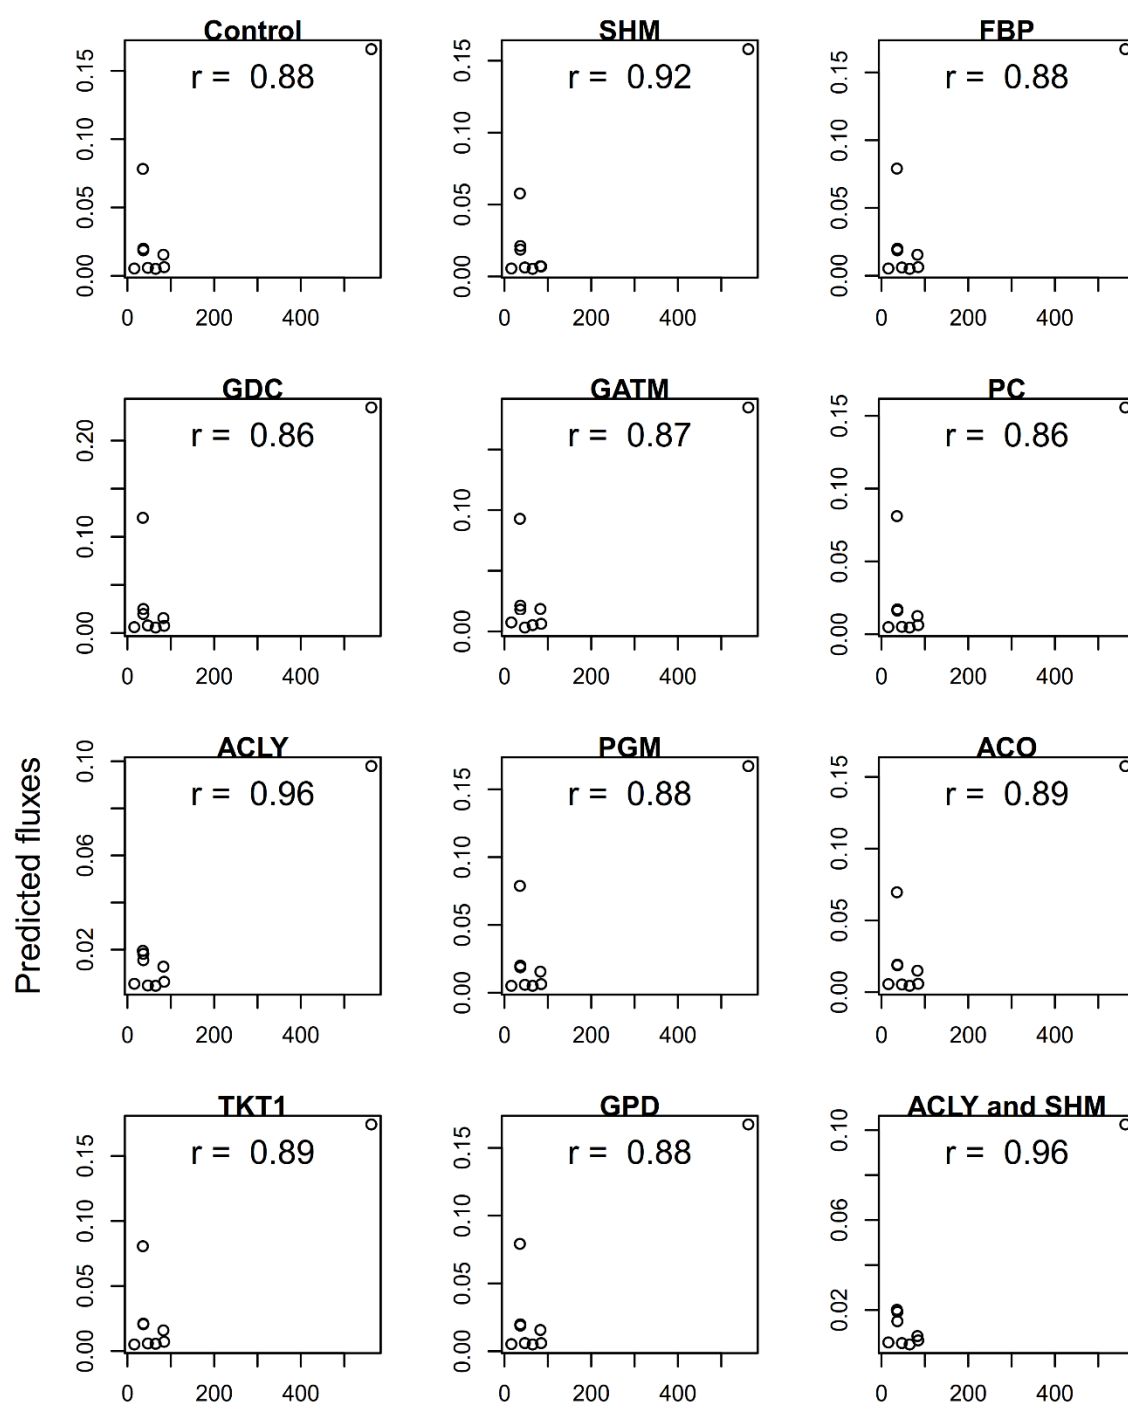

**Supplementary Figure 3.** Scatter plots for differentially expressed genes in the HD group. The measured flux units are  $\text{nmol (100g bw)}^{-1} \text{ min}^{-1}$ . The predicted structural fluxes are relative to the total substrate uptake (Eq. 3).

|           |                  |                       |                   |                       |                   |                   |
|-----------|------------------|-----------------------|-------------------|-----------------------|-------------------|-------------------|
| Cdk4      | 956.914937184779 | 0.000304713563445541  | 0.108106707144028 | 0.00281863698835613   | 0.997751056042353 | 0.999281763246856 |
| Ftcd      | 770.642518651362 | -0.000909449171609591 | 0.252630683359145 | -0.00359991573278809  | 0.99712768902052  | 0.999281763246856 |
| Fut11     | 64.2489101432876 | -0.00117734598034455  | 0.3203208567777   | -0.00367552082679904  | 0.997067365282438 | 0.999281763246856 |
| Galnt4    | 59.049910770364  | -0.000823293822378436 | 0.352944780415461 | -0.00233264201105145  | 0.998138822641348 | 0.999281763246856 |
| LOC361646 | 316.305985465106 | -0.000418401244833295 | 0.163980558112072 | -0.00255152958161869  | 0.997964176149367 | 0.999281763246856 |
| Myct1     | 24.5036534610122 | 0.00212697592669279   | 0.705463219999901 | 0.00301500612135823   | 0.997594376809667 | 0.999281763246856 |
| Pop5      | 517.076834737037 | 0.000399328382947269  | 0.14051082410119  | 0.00284197595097505   | 0.997732434319    | 0.999281763246856 |
| Prickle1  | 159.288872101897 | 0.0011388427515838    | 0.288999433497444 | 0.00385427840351884   | 0.99692473838287  | 0.999281763246856 |
| Rplp0     | 17846.6754203904 | -0.000432019520195424 | 0.133574728336282 | -0.00323429083911585  | 0.99741941377342  | 0.999281763246856 |
| Snurf     | 129.908104336002 | -0.000910609275197654 | 0.244694786931028 | -0.00372140856214615  | 0.997030752417285 | 0.999281763246856 |
| Supp2     | 261.815137241329 | -0.000468052054232067 | 0.196763418449587 | -0.0023787554511917   | 0.998102029541506 | 0.999281763246856 |
| Tmem177   | 140.39932390832  | 0.000671787339836721  | 0.266748678445027 | 0.0025184279965427    | 0.997990587308175 | 0.999281763246856 |
| Tmem208   | 773.63478159593  | 0.000359483595250629  | 0.145555854414468 | 0.00246972955293851   | 0.998029442923609 | 0.999281763246856 |
| Tmem8a    | 2458.56216121573 | -0.000493884497597588 | 0.124675936306253 | -0.00396134580761773  | 0.996839311606494 | 0.999281763246856 |
| Trpv1     | 139.894227830048 | 0.00409487903797025   | 1.31058042164767  | 0.00312447749892537   | 0.997507031699241 | 0.999281763246856 |
| Xpo5      | 446.990626057562 | 0.000391420357010442  | 0.144621662022193 | 0.00270651264504468   | 0.997840517983345 | 0.999281763246856 |
| Bco2      | 37.0957060389079 | -0.000775937211038648 | 0.35103297876099  | -0.00221043963953873  | 0.998236325775257 | 0.999291358002605 |
| Fdxacb1   | 133.789768138288 | 0.000469293627349633  | 0.249805853854567 | 0.00187863342715278   | 0.998501068274754 | 0.999468352444813 |
| Apbb1     | 203.17768839159  | -0.000409860900552205 | 0.24977303488591  | -0.00164093334070037  | 0.998690725209721 | 0.999494064404055 |
| Bbs10     | 150.358781267642 | -0.000422683182314084 | 0.273530753729056 | -0.0015452857733605   | 0.998767040830106 | 0.999494064404055 |
| Fam168a   | 244.839150811134 | 0.000355161924384387  | 0.240333762537955 | 0.00147778622792666   | 0.998820897613734 | 0.999494064404055 |
| Fam45a    | 610.107806608278 | -0.00022605018251054  | 0.160822603727766 | -0.00140558713309473  | 0.998878504096926 | 0.999494064404055 |
| Cdc37l1   | 404.015007590061 | 0.000159213341981518  | 0.140291056867264 | 0.001134878769444     | 0.999094497945851 | 0.99953420153618  |
| Yars2     | 270.014323216673 | -0.000234875599809004 | 0.205658827663499 | -0.00114206427449499  | 0.999088764746025 | 0.99953420153618  |
| Got1      | 3146.14266811164 | 0.000243414178786855  | 0.264117340369517 | 0.000921613773810922  | 0.999264658702949 | 0.999616450520834 |
| Hmga1     | 69.1199302001994 | -0.000152292327511295 | 0.342386683321847 | -0.000444796292991742 | 0.999645103916822 | 0.999909025003837 |
| Pgam5     | 524.432900619504 | 3.37521533698981e-05  | 0.146710470236211 | 0.000230059608667027  | 0.9998164389918   | 0.999913898316074 |
| Rc11      | 314.430271112094 | 4.505593508891e-05    | 0.206515971595649 | 0.000218171673313132  | 0.99982592419164  | 0.999913898316074 |
| Lzts2     | 716.889411453729 | 5.51772172339798e-06  | 0.107836467663715 | 5.11674931768431e-05  | 0.999959174247197 | 0.999959174247197 |

How the deposited data were processed for this re-analysis (not part of the article)

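Kidney RNA of 6 rats was measured by RNA sequencing, 3 rats of the AL group (rats 61, 71 and 88) and 3 rats of the HD group (rats 64, 67 and 69), after 7 days of diet. The groups were taken from the diet in the sample labels and the paper's description of the diets. Each rat was sequenced as a library of its own, and no replicates were pooled. The authors quantified transcripts with RSEM at default parameters, with the gene definitions of the University of California Santa Cruz for genome build rn5. For every transcript in every rat, the authors deposited the estimated count (expected count), which is not normalized, and a posterior mean of the same count. The authors also deposited TPM values, which RSEM scales to transcript length and library size. The TPM values were read but entered no result, and the FPKM values were not used here. Filters on the reads before RSEM are not stated. Gene symbols, transcripts and coordinates were taken from the files as they stand. No genome sequence was used, so GC content was not examined.

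The estimated counts of a gene's transcripts were summed and rounded to whole numbers. Genes with a count of at least 30 in at least 1 rat were kept, as in the paper's methods. Total counts ranged from 12499945 to 30466461, a ratio of 2.44, and the median was 14542028 in the AL group and 21086503 in the HD group. The common biological coefficient of variation was 0.242. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, default settings, TMM normalization) with the diet as the only factor. *P* values were adjusted by the Benjamini-Hochberg method, and an adjusted *P* value of at most 0.05 was the threshold. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. DESeq2 1.42.0, the tool named in the paper's methods, was run as an alternative. Expression levels were given as TMM-normalized CPM with the SD over 3 rats. Exact permutation tests over the 10 ways to divide 6 rats into 3 and 3 were run on log2 values of CPM plus 0.5, and they cannot give a two-sided *P* value below 0.1.

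Clustering used DESeq2's variance-stabilized values, 1 minus Pearson's correlation as the distance and Ward's method, following the paper's methods. Principal components were computed on the same values. Gene lists (urea cycle, serine and glycine metabolism, fatty acid metabolism, ammoniagenesis, cell type markers and others) and the inflammatory symbol families were written before the data were examined. The METASCAPE enrichment was not repeated, because its annotation was not used here. Enrichment was tested by Fisher's exact test (scipy 1.17.1) against all tested genes. The median log2 fold change of a list was placed among 10000 random lists of the same size matched on mean expression, and a check was called void when less than 80% of a list could be tested. A list's score in a rat was the median, over its genes, of the log2 level minus the gene's mean over the 6 rats. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

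The genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names in its text, Fig. 4B or Supplementary Fig. 1, the 5 upregulated and the 5 downregulated genes with the smallest *P* values, and members of the gene lists only where they passed the threshold, which none did. Results for some genes covered by this rule are not reported here. Genes of the lists are otherwise named only to say what a list holds.

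The tests were also run on simulated counts, after the real counts had already been tested with several settings. The simulated counts were drawn from the real means and library sizes, with 200 genes changed by a log2 fold change of 2 or 3 in either direction. Most genes named here changed by less, such as Shmt2 with 0.45 and Acly with 0.58. The shares of changed genes found in the simulations say nothing about changes of that size. When each gene had the dispersion of the fitted trend, edgeR found 96.5% of the changed genes, and 6.76% of the 207 genes it called were unchanged. DESeq2 found 95.5% with 15.1% false calls, and with a local dispersion fit 98.0% with 26.3% false calls. A second simulation, added after the first had been seen, scattered the dispersions of single genes around the trend as widely as edgeR estimated in the real counts. There edgeR found 78.0% of the changed genes with 6.59% false calls, DESeq2 found 94.5% with 30.8%, and DESeq2 with a local dispersion fit found 95.0% with 49.7%. The scatter also raised the mean dispersion above the trend, so the false calls of the second simulation may exceed those in the real counts. The dispersions of the simulations were themselves estimated by edgeR, which may favor its own test.

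Alternatives set before the data were examined were DESeq2 with and without a prior on fold changes, robust edgeR, RLE normalization, library size alone, leaving out the 10 most abundant genes, other count filters, counts that were not rounded, the most abundant transcript of each gene, an adjusted *P* value of at most 0.1, each rat left out in turn, and other settings of the clustering and of the expression level. Enrichment of the lists at an unadjusted *P* value below 0.05 was chosen after no gene had passed the adjusted threshold. Other alternatives chosen after the data were examined were the mean over transcripts in edgeR, edgeR's likelihood ratio test, edgeR's quasi-likelihood test with the option legacy set to false, limma 3.58.1 with voom weights, Ward's method without squared distances, and Gatm as a further gene of the serine–glycine pathway. With the paper's values in view, 8 DESeq2 settings were tried (parametric, local and mean dispersion fits and no count filter, each on the sum and on the mean over transcripts), of which 7 were added after the data were examined. In the same way 8 variance stabilizations were tried (parametric or local, blind to the diet or not, on the sum or on the mean over transcripts), and 30 ways to count expressed genes. All of these are reported, since picking the closest of them would overstate how well the paper's values are met. No flux, qPCR or immunohistochemistry values were analysed here.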

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

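The marker lists were written before the data were examined, but the choice to report lists with a median log2 fold change beyond 1 in either direction, and the tests of lymphoid tissue, were made only after the medians had been seen. The tests of gene length, abundant genes and library size on these lists were chosen after the medians too, but before their own results were seen, and so was the test of the isoform shares. The paper does not report the leukocyte, connecting tubule and inner medulla lists as groups. Lists of intercalated cell genes (median 0.29), proximal S1 and S2 genes (0.30) and thick ascending limb genes (-0.17) also lay outside 99% of the random lists matched on expression, with smaller medians, as did a list of erythroid genes of which only 66.7% could be tested.

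Leukocyte genes drew attention as a difference between the diets in genes that the paper does not discuss as a group. All 17 tested genes of the list were lower in the HD group, with a median log2 fold change of -1.41, and 2 of the 3 HD rats had a score below every AL rat (two-sided exact permutation test, *P* = 0.2). The scores were 0.0087, 1.21 and 0.75 in rats 61, 71 and 88 of the AL group, and -1.14, -0.80 and 0.047 in rats 64, 67 and 69 of the HD group. With each rat left out in turn, the median stayed between -1.89 and -1.14. Among random lists matched on mean count and transcript length, the median lay at percentile 0, which speaks against gene length bias. Without the 10 most abundant genes the median was again -1.41, a value that did not move. The 10 most abundant genes of a rat took between 11.97% and 14.27% of its counts, which argues against a few genes taking most of the counts. With every library thinned to the smallest one the median was -1.44, again nearly unmoved. Thinning keeps the expected fold changes after normalization, so this cannot exclude sequencing depth as a source. Other differences between libraries stay in place after thinning and were not tested by it. Lymph node or other lymphoid tissue in single pieces of AL kidney would leave 1 AL rat above the HD rats, and 2 AL rats were above every HD rat, but lymphoid tissue in 2 pieces would look the same. A smaller share of leukocytes with the HD diet is therefore a candidate explanation that cannot be told apart from differences in the tissue sampled.

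Genes of the inner medulla and of the connecting tubule drew attention for the same reason. All 6 tested inner medulla genes were lower in the HD group, with a median log2 fold change of -1.27. All 5 connecting tubule genes were higher, with a median of 2.05, but the smallest change among them was only 0.013. In both lists every HD rat lay beyond every AL rat (two-sided exact permutation test, *P* = 0.1, the smallest that 3 rats against 3 allow). Among random lists matched on mean count and transcript length, the inner medulla median lay at percentile 0 and the connecting tubule median at percentile 100, which speaks against gene length bias. With libraries thinned to the smallest one the medians were -1.26 and 2.05, nearly unmoved. Thinning keeps the expected fold changes after normalization, so sequencing depth is not excluded by it. Other differences between libraries were not tested by thinning. A larger share of cortex and a smaller share of medulla in the HD pieces of kidney was tested before these medians were seen, and it would lower the inner medulla and thick ascending limb genes and raise the proximal genes. The inner medulla median of -1.27, the thick ascending limb median of -0.17 and the proximal S1 and S2 median of 0.30 lay in these directions, outside the random lists matched on expression. The rats gave less support. The thick ascending limb scores did not separate the diets (two-sided exact permutation test, *P* = 0.6), and rat 69 of the HD group, at 0.26, was above every AL rat. The proximal S1 and S2 scores overlapped between the diets (two-sided exact permutation test, *P* = 0.2). Proximal S3 genes had a median of 0.081, at percentile 64.6 of the random lists (two-sided exact permutation test of the score, *P* = 0.8). The distal convoluted tubule list was void with 2 of 7 genes tested. A direct effect of the diet on these genes cannot be told apart from a difference in the part of the kidney sampled, which may also bear on Slc12a1 and the transporters of Supplementary Fig. 1.

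The share of the 2 coding isoforms of Slc12a1 drew attention because the paper reports the isoforms by qPCR but not from sequencing. The second of the coding isoforms made up 36.5 ± 19.5% (SD, *n* = 3) of their counts in the HD group and 66.3 ± 5.02% (SD, *n* = 3) in the AL group (two-sided exact permutation test, *P* = 0.1, the smallest possible). The shares were 60.7% (95% Wilson interval 60.2% to 61.3%), 70.4% (69.9% to 70.9%) and 67.7% (67.2% to 68.3%) in rats 61, 71 and 88, and 14.4% (13.7% to 15.2%), 51.3% (50.6% to 52.0%) and 43.8% (43.3% to 44.2%) in rats 64, 67 and 69. These intervals cover counting error only. Counts that RSEM could assign to either isoform were tested by the posterior means in the same files, and the largest difference between the 2 estimates in a rat was 4.07 percentage points against -29.8 between the diets. Both estimates come from the same reads, so bias common to them was not tested. Whether the qPCR primers distinguished these isoforms was not examined. A shift of isoforms with the diet and a shift in the kidney zones sampled may each explain the difference, and the data do not separate them.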

How the results depend on the processing

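DESeq2 with a local or mean dispersion fit, on the mean over transcripts or without a count filter, the mean over transcripts in edgeR, the likelihood ratio test, edgeR with legacy set to false, limma, the unadjusted threshold for gene lists, the other variance stabilizations, Ward's method without squared distances and the addition of Gatm were chosen only after the data had been examined. No paired analysis was possible because the rats carry different numbers in the 2 diets.

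The number of differentially expressed genes, 0 with edgeR's quasi-likelihood test (1224 at an unadjusted *P* value below 0.05), depended on the test. It was 182 with DESeq2 (93 upregulated and 89 downregulated), 167 with a prior on fold changes (87 and 80), 436 with a local dispersion fit (189 and 247), 433 with a local dispersion fit on the mean over transcripts (190 and 243) and 154 with edgeR's likelihood ratio test (86 and 68). DESeq2 gave 179 on the mean over transcripts (93 and 86), 188 without a count filter (96 and 92), 180 without a count filter on the mean over transcripts (94 and 86), 192 with a mean dispersion fit (94 and 98) and 190 with that fit on the mean over transcripts (94 and 96). It was 2, both upregulated, with a count above 0 in at least 1 rat, and 2, both upregulated, with an adjusted *P* value of at most 0.1. It stayed at 0 with robust edgeR, RLE normalization, library size alone, without the 10 most abundant genes, with a count of at least 10 in every rat, with counts not rounded, with the most abundant transcript, with the mean over transcripts, with legacy set to false and with limma. The count at an unadjusted *P* value below 0.05 ranged from 1078 with limma to 1263 with legacy set to false across these 10 settings. Across the 6 fits that each left out 1 rat, the number past the adjusted threshold ranged from 0 to 4 genes (0 to 4 upregulated and 0 to 2 downregulated). In these fits the count at an unadjusted *P* value below 0.05 ranged from 606 without rat 88 to 1744 without rat 69. The cause of the difference between the tests was not tested on the real counts.

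The gene lists followed the same tests. Slc genes past the threshold numbered 15 with DESeq2, 14 with the prior, 26 with the local fit, 26 with the local fit on the mean over transcripts and 12 with the likelihood ratio test, and 0 to 1 when a rat was left out. For the inflammatory families the same settings gave 12, 12, 31, 30 and 14 genes. In the order of the 5 further DESeq2 settings above, the counts were 15, 14, 14, 11 and 11 Slc genes and 10, 13, 11, 15 and 15 inflammatory genes. At an unadjusted *P* value below 0.05 they were 56 and 63. For glutamine transporter families the count upward was 1 with the local fit and 1 with the local fit on the mean over transcripts, and the count downward was 1 with DESeq2, 1 with the prior, 2 with the local fit, 2 with the local fit on the mean over transcripts and 1 with the likelihood ratio test, and 1 each with DESeq2 on the mean over transcripts and without a count filter on the sum or the mean. At an unadjusted *P* value below 0.05 there were 5 upward and 5 downward. The fatty acid genes past the threshold upward numbered 1, 1, 4, 4 and 1 in the settings named first, 1 in each of the 5 further DESeq2 settings and 7 at an unadjusted *P* value below 0.05. The urea cycle count was 0 in all 29 alternatives, with 0 genes at an unadjusted *P* value below 0.05 in the main test.

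The mean level of all expressed genes moved from 9.46 to 8.53 with log2 of the normalized count plus 1, to 9.50 with a count of at least 10 in every rat and to 8.50 with a local fit in the variance stabilization. It was 9.43 with the diet in the design and 8.17 with a local fit blind to diet. On the mean over transcripts it was 9.41, 9.39 with the diet in the design, 8.10 with a local fit blind to diet and 8.43 with a local fit. The mean level of the serine–glycine genes in the HD group moved from 10.4 to 10.0 with log2 of the normalized count plus 1, to 9.73 with the local fit, to 9.54 with a local fit blind to diet, to 9.54 with that fit and 9.72 with the local fit on the mean over transcripts, and to 11.25 with Gatm as well, and was 10.3 with a count of at least 10 in every rat. The causes were not tested. The number of expressed genes stayed within a factor of 1.5 under its 3 alternatives. Separation of the diets in clustering kept its sign under 18 alternatives, from 0.00232 to 0.0611, and its *P* value from an exact permutation test lay between 0.1 and 0.3.

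None of the 46 genes covered by the rule for named genes changed direction under any alternative in which it was tested. Most of the 46 were named by the paper from these same rats or picked here by small *P* values, so this stability is no independent support. Past the threshold were 27 of them with DESeq2, 27 with the prior, 43 with the local fit, 43 with the local fit on the mean over transcripts, 24 with the likelihood ratio test, 27 with DESeq2 on the mean over transcripts and without a count filter on the sum or the mean, 23 with a mean dispersion fit on the sum or the mean, 2 with a count above 0 in at least 1 rat and 2 with an adjusted *P* value of at most 0.1. When rat 64 was left out 3 passed, and when rat 67 was left out 1 passed. With a count of at least 10 in every rat, 42 of the 46 could be tested. Thinning all libraries to the smallest one gave 0 genes past the threshold and 1172 at an unadjusted *P* value below 0.05, with log2 fold changes correlated at 0.993 with the original ones across genes. Greater depth was not tested.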

Differences from the paper's values

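The mean over transcripts, the local dispersion fit and the other alternatives so named here were chosen only after the values had been seen.

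The paper's number of differentially expressed genes is 449, and edgeR's quasi-likelihood test gave 0, with 1224 genes at an unadjusted *P* value below 0.05. None of the alternatives set before the data were examined closed the gap. DESeq2 gave 182, DESeq2 with a prior on fold changes 167, and the others at most 4. DESeq2 with a local dispersion fit gave 436, and on the mean over transcripts 433, and both of these alternatives, which come within a factor of 1.5 of the paper's number, were chosen after seeing the values. They were 2 of 8 DESeq2 settings tried with the paper's number in view, and the other 6 gave 182 (default), 179 (mean over transcripts), 188 and 180 (no count filter, sum and mean) and 192 and 190 (mean dispersion fit, sum and mean).

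The paper's mean level of all expressed genes is 8.49, against 9.46 by the variance stabilization set before the data were examined. On a log2 scale this is more than a factor of 1.5. Of the alternatives set before, log2 of the normalized count plus 1 gave 8.53 and closed the difference, and a count of at least 10 in every rat gave 9.50 and did not. A local dispersion fit with the diet in the design gave 8.50, but it was chosen after seeing the values from 8 variance stabilizations that gave between 8.10 and 9.46. The 3 other local fits among them, at 8.17, 8.10 and 8.43, also came within the factor, and the 3 other parametric fits, at 9.43, 9.41 and 9.39, did not.

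The paper's mean level of 4 serine–glycine genes in the HD group is 12.6, against 10.4 for Shmt2, Amt and Gldc, again more than a factor of 1.5 on a log2 scale. No alternative that was tried closed this difference. The paper's 4 genes are not named and may not be these, and no other genes of the serine and glycine list were tried. The difference may therefore come from an unlike set of genes. Those set before gave 10.0 with log2 of the normalized count plus 1 and 10.3 with a count of at least 10 in every rat. Those chosen after seeing the values gave between 9.54 and 10.4, and 11.25 with Gatm as well.

 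The paper's number of expressed genes is 11512, against 11553, and the 30 ways of counting tried after seeing the values gave between 11436 and 11553.

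The supplement's table of DESeq2 results shows 29 genes, 27 of which were found in the files. All have log2 fold changes near 0, of at most 0.037 in size in edgeR with adjusted *P* values of at least 0.989, and for 14 of them the sign differs from the paper's. The paper's log2 fold change is -0.000909 for Ftcd, -0.00118 for Fut11, -0.000823 for Galnt4, -0.000418 for LOC361646, -0.000432 for Rplp0, -0.000911 for Snurf, -0.000494 for Tmem8a, 0.00409 for Trpv1, -0.000776 for Bco2, -0.000410 for Apbb1, -0.000423 for Bbs10, -0.000226 for Fam45a, -0.000235 for Yars2 and -0.000152 for Hmga1. With edgeR it was 0.00549 for Ftcd, 0.0194 for Fut11, 0.0101 for Galnt4, 0.00397 for LOC361646, 0.00738 for Rplp0, 0.00509 for Snurf, 0.00916 for Tmem8a, -0.0369 for Trpv1, 0.00153 for Bco2, 0.00702 for Apbb1, 0.00978 for Bbs10, 0.0103 for Fam45a, 0.0135 for Yars2 and 0.000714 for Hmga1. Each difference was smaller than the standard error of edgeR's log2 fold change. The median over all tested genes was 0.0067 in edgeR and -0.074 with library size alone. With a count of at least 10 in every rat it was -0.0064. Signs this near 0 therefore follow a scaling common to all genes, so a count of signs alone is weak evidence for a setting. Over all 27 genes, the sign was opposite or the difference passed the standard error in 14. Of the alternatives set before the data were examined, library size alone and a count of at least 10 in every rat brought 13 of the 14 genes to the paper's sign, DESeq2 with or without a prior 8, RLE normalization 7 and the most abundant transcript 1. Library size alone and the count of at least 10 in every rat moved other genes away from the paper's sign, however, so the total that differed was 14 of 27 and 13 of 26 tested. The total was 11 with DESeq2, 11 with a prior, 11 with RLE normalization and 13 with the most abundant transcript. Fits that left out a rat brought between 5 and 10 of the 14 there, with totals between 12 and 16, while robust edgeR, leaving out the 10 most abundant genes, a count above 0 in at least 1 rat, counts not rounded and the looser threshold brought 0, with totals of 14. DESeq2 with a local dispersion fit on the mean over transcripts, chosen after seeing the values, brought all 14 to the paper's sign, and DESeq2 with the local fit on summed counts, also chosen afterwards, 12, with totals of 0 and 2 that differed. With the same late choices, limma brought 4, legacy set to false 3, the likelihood ratio test 1 and the mean over transcripts in edgeR 0, and of the other DESeq2 settings the mean over transcripts brought 9, no count filter 1 (sum) and 1 (mean), and a mean dispersion fit 8 (sum) and 10 (mean). The totals were 11 with limma, 12 with legacy set to false, 13 with the likelihood ratio test, 14 with the mean over transcripts in edgeR, and in that order of the other DESeq2 settings 10, 13, 13, 11 and 9. The mean normalized counts were within 1% of the paper's for 26 of the 27 genes with summed transcripts and for all 27 with the mean over transcripts. For Snurf the paper's value is 129.908, against 259.184 with the sum and 129.911 with the mean. DESeq2 with a local dispersion fit on the mean over transcripts also came near the paper's fold changes in size. It gave 0.000354 for Cdk4 (paper 0.000305), -0.000844 for Ftcd (paper -0.000909) and 0.00422 for Trpv1 (paper 0.00409). These values place that late choice close to the paper's processing.

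Some directions and calls also differ. The paper describes the AL and HD groups as distinct clusters, and in the tree by Ward's method rat 61 of the AL group stood with rats 64 and 67 of the HD group, with an exact permutation *P* value of 0.2 for the separation. The paper's discussion describes an increase in the gene expression of NHE-3, and Slc9a3 had a log2 fold change of -0.66, as in its Supplementary Fig. 1, where the gene is among the lower ones. Several glutamine transporters are described as overexpressed, and of 33 genes in the families Slc1, Slc6, Slc7 and Slc38, 17 were higher and 16 lower, with 5 in each direction at an unadjusted *P* value below 0.05. Not every member of these families need be a glutamine transporter, so this split does not contradict the paper's statement. The genes of Fig. 4B are described as significantly altered, and their adjusted *P* values lay between 0.334 and 0.408 in edgeR, while 4 of the 9 passed the threshold in DESeq2 and 8 with the local dispersion fit chosen after seeing the values.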

Other observations

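The tests of the first principal component against the leukocyte score and the total count, and of a mislabelled sample, were chosen only after the component, the scores and the totals had been seen. The splits with DESeq2 were chosen after its count for the diets and the tree had been seen, and the other tests before the data were examined.

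Other ways to divide the 6 rats into 3 and 3 were tested for the number of differentially expressed genes. With edgeR's quasi-likelihood test the diets gave 0 genes (1224 at an unadjusted *P* value below 0.05), so all 10 of the 10 splits had to give at least as many, and this comparison says nothing about chance. The split of rats 61, 64 and 67 against rats 71, 88 and 69 gave 93 genes, another split 1 and the others 0. Without adjustment, that split gave 2550 genes below 0.05, the diets 1224 and the other 8 splits between 115 and 708, so 2 of the 10 reached the number of the diets, the diets included. With DESeq2, 2 of the 10 splits gave at least as many genes as the 182 of the diets, the diets included, and the split of rats 61, 64 and 67 against the rest gave 1089. The other 8 splits gave between 1 and 30. With a local dispersion fit, again 2 of the 10 splits gave at least as many as the 436 of the diets, and that split gave 1847. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded for any of these counts.

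The first principal component, which held 45.5% of the variance, followed the same split and not the diets. Over the 6 rats it was correlated with the leukocyte score, with the leukocyte genes left out of the component (Pearson *r* = 0.972, exact permutation *P* = 0.00417, adjusted *P* = 0.0208 over 5 relations, Spearman rho of 1, exact permutation *P* = 0.00278). Without the 2 rats farthest from the median score, *r* was 0.943. The inner medulla score gave *r* = 0.949 (exact permutation *P* = 0.0167, adjusted *P* = 0.0417, Spearman rho of 0.886), and 0.848 without the 2 farthest rats. The total count gave *r* = 0.125 (exact permutation *P* = 0.838), but 0.919 without the 2 farthest rats, so library size cannot be set aside by this test. The connecting tubule score (*r* = -0.505) and the podocyte score (*r* = 0.161) gave exact permutation *P* values of 0.294 and 0.799. No sequencing batch is named for these rats, so the relations could not be recomputed within batches. A different share of leukocytes, or of kidney zones, between single rats is a candidate explanation for the component, found and tested on the same rats. A mislabelled sample was weighed as well, since an exchange of rats 61 and 69 would give the split with the most genes. The diets as labelled gave 182 genes in DESeq2, more than the 30 of the next split, but this does not exclude an exchange.

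Nphs1 was tested for more glomerular tissue in the HD pieces of kidney. The other podocyte genes had a median log2 fold change of 0.70, above the random lists matched on expression, with 9 of 11 genes higher in the HD group (two-sided exact permutation test of the score, *P* = 0.3). Only 78.6% of the list could be tested, so the check was void and more glomerular tissue remains possible. The median was 0.45 with libraries thinned to the smallest one, and 0.27 to 0.94 with each rat left out in turn. The log2 fold change of Nphs1, 2.35, was larger than the median of 0.70, but 2 of the 11 genes rose by more than Nphs1.

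The inflammatory families were tested for a different share of leukocytes between the diets. The leukocyte genes had a median log2 fold change of -1.41, below all random lists matched on expression, which is consistent with fewer leukocytes in the HD pieces of kidney as a source of the downregulated inflammatory genes. The scores of the groups overlapped, as rat 61 of the AL group was below rat 69 of the HD group, and the lists share genes, so the test cannot show that leukocytes account for all of them.

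Across all genes, 3 other explanations were tested. A different time of day at sampling would move the clock genes, and of 12 tested clock genes 0 passed the threshold in DESeq2 and 0 had an unadjusted *P* value below 0.05 in edgeR. Only 0.189 of the 12 would be expected past the threshold in DESeq2 at the rate of all genes, so a different time of day is not excluded. The genes of the positive arm of the clock (2 genes) had a median log2 fold change of -0.65, and 5 genes of the opposite arm -0.15. A difference in the response to surgery or ischemia would move the immediate early and injury genes together, and their median log2 fold change of 0.42 lay above the random lists, with 8 of 11 genes higher in the HD group (two-sided exact permutation test of the score, *P* = 0.2), so this explanation remains possible. The median was 0.11 to 0.66 with each rat left out in turn. Library size differed between the diets with an exact permutation *P* of 0.4, in a test that cannot fall below 0.1, so library size is not excluded by it. Thinning all libraries to the smallest one left 1172 genes at an unadjusted *P* value below 0.05 in edgeR. The log2 fold changes correlated at 0.993 with the original ones, but thinning keeps expected fold changes and cannot exclude sequencing depth as their source. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.125 with transcript length and 0.175 with mean count.

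Slc9a4, which the paper's discussion names, was at 12.4 ± 3.89 CPM (SD, *n* = 3) in the AL group and 10.2 ± 3.05 (SD, *n* = 3) in the HD group, with a log2 fold change of -0.29 (standard error 0.30, adjusted *P* = 0.803 from edgeR). Of the 5 tested genes of ammonia transport (Slc9a3, Slc9a4, Slc12a1 and the Rhesus genes Rhbg and Rhcg), 2 were higher and 3 were lower in the HD group. The Rhesus gene Rhag had at most 1 count in a rat and was not tested.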
